# PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF

**DOI:** 10.1371/journal.pgen.1004360

**Published:** 2014-05-29

**Authors:** Shaul Raviv, Kapil Bharti, Sigal Rencus-Lazar, Yamit Cohen-Tayar, Rachel Schyr, Naveh Evantal, Eran Meshorer, Alona Zilberberg, Maria Idelson, Benjamin Reubinoff, Rhonda Grebe, Rina Rosin-Arbesfeld, James Lauderdale, Gerard Lutty, Heinz Arnheiter, Ruth Ashery-Padan

## Abstract

During organogenesis, PAX6 is required for establishment of various progenitor subtypes within the central nervous system, eye and pancreas. PAX6 expression is maintained in a variety of cell types within each organ, although its role in each lineage and how it acquires cell-specific activity remain elusive. Herein, we aimed to determine the roles and the hierarchical organization of the PAX6-dependent gene regulatory network during the differentiation of the retinal pigmented epithelium (RPE). Somatic mutagenesis of *Pax6* in the differentiating RPE revealed that PAX6 functions in a feed-forward regulatory loop with MITF during onset of melanogenesis. PAX6 both controls the expression of an RPE isoform of *Mitf* and synergizes with MITF to activate expression of genes involved in pigment biogenesis. This study exemplifies how one kernel gene pivotal in organ formation accomplishes a lineage-specific role during terminal differentiation of a single lineage.

## Author Summary

It is currently poorly understood how a single developmental transcription regulator controls early specification as well as a broad range of highly specialized differentiation schemes. PAX6 is one of the most extensively investigated factors in central nervous system development, yet its role in execution of lineage-specific programs remains mostly elusive. Here, we directly investigated the involvement of PAX6 in the differentiation of one lineage, the retinal pigmented epithelium (RPE), a neuroectodermal-derived tissue that is essential for retinal development and function. We revealed that PAX6 accomplishes its role through a unique regulatory interaction with the transcription factor MITF, a master regulator of the pigmentation program. During the differentiation of the RPE, PAX6 regulates the expression of an RPE-specific isoform of *Mitf* and importantly, at the same time, PAX6 functions together with MITF to directly activate the expression of downstream genes required for pigment biogenesis. These findings provide comprehensive insight into the gene hierarchy that controls RPE development: from a kernel gene (a term referring to the upper-most gene in the gene regulatory network) that is broadly expressed during CNS development through a lineage-specific transcription factor that together with the kernel gene creates *cis*-regulatory input that contributes to transcriptionally activate a battery of terminal differentiation genes.

## Introduction

The retinal pigmented epithelium (RPE) is a monolayer of polarized and highly specialized pigmented cells that are located between the outer segments of the photoreceptors and the choroid layer in the eye. This strategic location demands multiple functions of the RPE during the development and homeostasis of the adjacent tissues, the neuroretina and choroid [1]. The RPE is a major component of the blood retinal barrier and it therefore determines the microenvironment of the photoreceptors. RPE cells are also responsible for photoreceptor outer segment phagocytosis and are directly involved in retinoid metabolism [1]. An important and evolutionarily conserved role of the RPE is the absorption of stray light to increase visual acuity and reduce oxidative damage. This latter activity requires functional melanosomes, which contain enzymes that catalyze the production of melanin (e.g. tyrosinase, TYR; tyrosinase-related protein, TYRP1; and dopachrome tautomerase, DCT) [2], [3]. Melanosomes accumulate in the RPE during cellular differentiation [4]. Defects in any of these complex functions of the RPE may lead to photoreceptor degradation and, eventually, blindness. Considering the importance of the RPE for ocular physiology and the recent breakthroughs in technologies involving gene transfer and cellular based therapies for treating RPE malfunctions, there is a need to understand the molecular and cellular mechanisms that regulate the acquisition of the various specialized functions of this important tissue.

Most pigmented cells in the body originate from the neural crest. In contrast, the RPE is derived from the neural epithelium of the optic vesicles (OV), which are lateral protrusions of the ventral forebrain. The OV undergo patterning and morphogenesis to give rise to the bilayer optic cup (OC) with an inner layer of retinal progenitor cells and an outer layer populated by the progenitors of the pigmented epithelium. The distal regions of the OC differentiate into the epithelial layers of the ciliary body and iris [5]. The partitioning of the optic neuroepithelium into neuronal and pigmented precursors depends on the activity of extrinsic and intrinsic cues such as transforming growth factor-betab (TGFb) and WNT ligands, which promote RPE development, and fibroblast growth factors (FGFs), which play a role in inducing neuronal fates [6]–[13].

Extrinsic cues trigger the expression and activity of intrinsic factors that execute the differentiation program. A pivotal intrinsic mediator of the RPE fate is microphthalmia-associated transcription factor (MITF), a member of the basic-helix-loop-helix leucine zipper family known to be essential for melanin-bearing pigment cells across species and tissue types [14]. MITF binds the DNA as a homodimer to stimulate the expression of its target genes [15], [16]. MITF is also able to form DNA-binding heterodimers with the related factors TFE3, TFEB and TFEC [17]. The *Mitf* gene encodes a family of at least 10 distinct isoforms generated from a common gene by alternative promoter/exon usage [18], [19]. Of these, *M*-*Mitf* is expressed in the neural crest derived pigment cells [20], [21], and *A-Mitf*, *H*-*Mitf* and *D*-*Mitf* are highly expressed in the developing RPE where they are equally distributed [18], [22]. The mRNAs of *Mitf* isoforms *M*, *A*, *H* and *D* contain different non-coding and coding 5′ sequences and the corresponding proteins thus differ in their N-terminal sequences [18], [22]. However, each of these protein isoforms can regulate the expression of the melanogenic genes [22]–[26].

In melanocytes, PAX3, SOX10, CREB and the canonical WNT3A signaling pathway regulate the expression of the *M-Mitf* isoform [27]–[31]. In contrast, in the RPE, where *Pax3* is not expressed, data suggest that PAX6 plays a role in regulating the onset of *Mitf* expression [32]. *Pax6*, the homolog of the *eyeless* (*ey)* gene in *Drosophila*, is pivotal for development of eye cell types derived from the neuroepithelium or from the surface ectoderm (reviewed in [33] and [34]). Moreover, ectopic expression of *Pax6* in frog embryos leads to formation of a differentiated eye, thus demonstrating a role for PAX6 in the different ocular lineages including the RPE [35]. The evolutionarily conserved roles of PAX6 and its upstream regulatory functions suggest that in ocular tissue types *Pax6* is a kernel gene, a term referring to the hierarchically upper-most gene in a gene regulatory network [36].

*Pax6* is abundantly expressed during patterning of the OV and during specification and differentiation of the RPE. Several studies indicate that PAX6 is important in the specification of the RPE. Recently it was shown that a reduction in *Pax6* gene dosage leads to development of neuroretina instead of RPE in embryos that are heterozygous for a mutation in *Mitf*, while embryos with such a mutation and normal *Pax6* levels do not exhibit any detectable phenotype [37]. Furthermore, at the OV stage, the redundant activities of PAX6 and PAX2 are required for the early patterning of the OV by regulating *Mitf* expression [32]. Later in development, PAX6, but not PAX2, is detected in the RPE [32]. These findings establish a role for PAX6 during the RPE specification stage and imply that PAX6 is also important during the differentiation of the RPE, although its role at this stage is still unknown.

The goal of this study was to examine the roles of *Pax6* during RPE differentiation, after the specification of the RPE is established. We show that during the onset of RPE differentiation PAX6 regulates the expression of *Mitf* and at the same time PAX6 functions together with MITF to activate the expression of downstream targets that execute melanogenesis in the RPE. Our findings reveal the molecular mechanism through which a single transcription factor, which is expressed in multiple ocular and non-ocular cell types, controls a highly specialized differentiation program of the neuroepithelium-derived pigmented cells of the eye.

## Results

### PAX6 is required for the pigmentation program of the RPE

Once the optic cup has formed (around E10.5), RPE progenitors begin to accumulate melanin [38], [39]. During the initiation of the pigmentation program, the expression of PAX6 is detected throughout the RPE layer (E10- E12.5, Figure 1A). In later stages, the expression of PAX6 is gradually reduced, first in the central and subsequently in the peripheral optic cup (Figure S1A-D). PAX6 is eventually maintained in the pigmented cells of the ciliary body (CB) and iris. To study the role of PAX6 in the RPE after its specification and during the first steps of its differentiation, we generated *Pax6^loxP/loxP^;DctCre* mice in which *loxP* sites are located in exon 4 upstream of the initiator ATG and in intron 6 [5], [40], [41]. The *Dct* promoter is active in the dorsal side of the OV at E9.5 and by E12.5 its activity is detected in the outer layer of the OC in RPE progenitors [5], [41].

**Figure 1:**
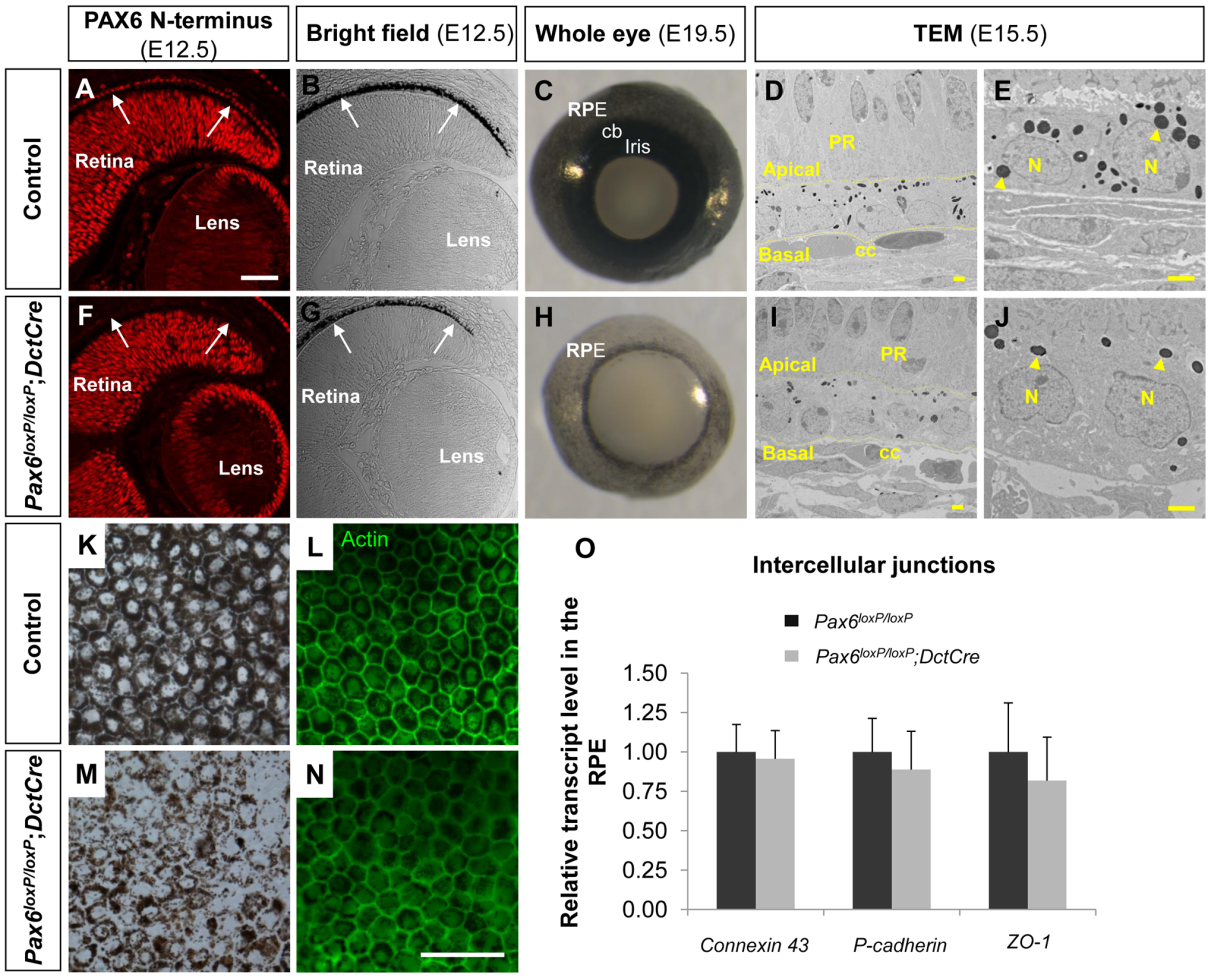
PAX6 expression is essential for proper pigment accumulation in the RPE but dispensable for RPE polygonal and single layer morphology. (A-N) RPE of (A-E,K,L) *Pax6^loxP/loxP^* and (F-J,M,N) *Pax6^loxP/loxP^;DctCre* mice analyzed for (A,F) PAX6 expression, (B,C,E,G,H,J,K,M) pigment accumulation and (D,L,I,N,O) morphology and specification. (A,F) Paraffin sections of E12.5 eyes were stained for PAX6 N-terminus and (B,G) viewed by differential interference contrast imaging. Scale bar is 100 µm. (C,H) Whole eye images of E19.5 mice. (D,E,I,J) Transmission electron microscope images of E15.5 eyes. Dashed lines mark the apical and basal membranes of the cells; arrowheads indicate melanosomes. Scale bar is 2 µm. (K-N) RPE flat-mount views of E19.5 eyes (K,M) using bright field or (L,N) stained for actin. Scale bar is 100 µm. (O) Relative transcript levels of *connexin-43* (a gap junction marker), *P-cadherin* (an adherens junction marker) and *ZO-1* (a tight junction marker) from control and *Pax6*-deficient E15.5 RPE fractions determined using QRT-PCR (n = 6). Abbreviations: CB, ciliary body; CC, choriocapilaris; N, nucleus; PR, photoreceptors.

Corresponding with *DctCre* activity and the location of the *loxP* sequences, the PAX6 paired domain was lost from the optic cup as evident from labeling with an antibody that specifically identifies the N-terminus of PAX6 (E12.5, Figure 1F and Figure S1A-H, red). Nevertheless, a C-terminal fragment of PAX6 was detected in the *Pax6^loxP/loxP^;DctCre* mice when using polyclonal antibodies that detect this region of the protein (Figure S1, green). The expression of this variant lacking the paired domain (PD) of PAX6 (PAX6ΔPD) was transient and reliably mimicked that of the full-length PAX6 during development as the PAX6ΔPD gradually disappeared in a central to peripheral pattern and was eventually lost from the RPE at around birth (Figure S1, green).

We further characterized the expression of *Pax6ΔPD* transcripts in the mutant RPE: a first *Pax6ΔPD* transcript variant was generated from the P4 promoter and was also detected in control RPE at E16 by RT-PCR and *in situ* hybridization using a specific probe (Figure S2A,C,E). A second *Pax6ΔPD* variant was generated due to aberrant splicing between exon 3 and 7 (Figure S2B,D). Nonetheless, we did not detect over-expression of exons 7-8, located upstream of the homeodomain (HD), in the mutated RPE by quantitative real-time PCR (QRT-PCR, Figure S2F). Thus, the *Pax6^loxP/loxP^;DctCre* mice constitute a genetic model for determining the role of the full-length PAX6 protein, while not excluding activities mediated by PAX6ΔPD.

The phenotype of the *Pax6^loxP/loxP^;DctCre* eyes was evident during embryogenesis as the iris and CB progenitors, which are evident at E19.5 (Figure 1C), did not develop in the *Pax6^loxP/loxP^;DctCre* OC (Figure 1H) in agreement with a previous report [5]. In addition, reduced pigmentation in the RPE was noted from early stages of RPE differentiation (E12.5, Figure 1B,G) and was evident when viewing the whole eye of *Pax6^loxP/loxP^;DctCre* as compared to control litter mates (E19.5, Figure 1C,H) or in flat mount (E19.5, Figure 1K,M).

Although pigmentation was reduced, the fate of the RPE was maintained in the *Pax6*-mutant RPE based on the expression of the transcription factors *Otx2* and *Sox9* (Figure S3). Consistent with maintenance of RPE fate, transmission electron microscope (TEM) analysis conducted on E15.5 control and *Pax6^loxP/loxP^;DctCre* eyes (Figure 1D,E,I,J) demonstrated that the typical RPE morphology of a single layer was preserved despite reduction in pigmentation. The adjacent structures of the choriocapillaris and neuroretina maintained normal morphology despite *Pax6* loss in the RPE (Figure 1D,I). We next examined actin distribution by phalloidin staining in flat mounts of the RPE and observed that the typical polygonal morphology of the RPE was maintained (Figure 1L,N). Moreover, using QRT-PCR analysis we did not detect significant differences between control and *Pax6*-deficient RPE in the levels of mRNAs encoding the intercellular junction proteins ZO-1, Connexin-43 and P-cadherin (E15.5, Figure 1O). These findings reveal a role for PAX6 in execution of the pigmentation program, although its absence does not alter the fate and morphology of the RPE at the OC stage.

### PAX6 is required for the expression of key melanogenic genes

To determine the global change in gene expression following *Pax6* loss in the OC we determined the transcript profile in control and *Pax6^loxP/loxP^;DctCre* E15.5 RPE using Affymetrix GeneChip Mouse Gene 1.0 ST arrays. 

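The RPE is the pigmented epithelium behind the neural retina, and *DctCre* removes from *Pax6* the exons that encode the paired domain. *Pax6*, a transcription factor of eye development and the deleted gene here, had a log2 signal of 9.15, 9.02 and 9.22 on the 3 arrays labelled control (*Pax6 loxP/loxP*) and of 9.00, 8.97 and 8.74 on the 3 arrays labelled mutant (*Pax6 loxP/loxP;DctCre*). This is a log2 difference of -0.23 (standard error 0.09, 95% confidence interval from -0.43 to -0.03, adjusted p = 0.73 from limma). Where the probes of this probe set, 10474312, lie against the deleted exons was not checked here, and the paper reports that transcripts without the paired domain remain in the mutant RPE, so this level is only a partial check of the labels. The direction of the per-array values and that of the authors' deposited table of group means are opposite. Of 99 entries of the authors' deposited table that match a probe set by symbol and RefSeq number, 0 have both group means within 0.1 of those of the arrays on the log2 scale as labelled, and 99 do with the group names exchanged. All signed values here are the arrays labelled mutant minus the arrays labelled control, so they run against Table 1 and Table S1. In the mutant the paper reports lower *Tyr*, *Tyrp1*, *Si* and *Mlana*, slightly lower *Dct* and similar *Myo7a* by QRT-PCR, lower *Si* by *in situ* hybridization, less TYR and TYRP1 protein by antibody labelling, and reduced pigmentation. These measures run with the authors' deposited table and against the arrays as labelled. They argue against the group names of the per-array values, which were not traced to the original samples here. RNA came from RPE dissected at E15.5, and each tube of RPE pooled by pigmentation intensity was one biological repeat according to the methods. From each of the 6 samples 300 ng of total RNA was labelled for a Mouse Gene 1.0 ST array, which measures each gene by probes spread over its length. The authors deposited a log2 signal per probe set for each array, made with Partek according to the submitters' processing notes; the background correction and the summarization of probes are not given in the sources used here. The median signal was 4.91, 4.86 and 4.93 on the arrays labelled control and 4.89, 4.88 and 4.87 on those labelled mutant, and arrays correlated at 0.994 to 0.997 with each other across probe sets. The number of arrays limits the precision of every value. Of 35556 probe sets, 23410 were paired with at least 1 gene symbol and tested with limma, with Benjamini-Hochberg adjustment over all of them. Testing the unnamed probe sets too changes how many pass (35 in place of 66 higher, 6 in place of 19 lower). Gene lists were tested as sets with camera at a preset correlation of 0.01, with adjustment over 31 lists.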

Of the 28,853 genes represented on the microarray, levels of 100 transcripts were significantly altered in mutant RPE, compared to the wild-type (fold change greater than 1.5, *p*<0.05, Table S1). 

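Genes of transporters, a photopigment, a contractile protein and a carrier protein differed widely between the groups of arrays. *Slc38a8*, which encodes an amino acid transporter, had a log2 signal of 5.52 in the arrays labelled control and 9.61 in those labelled mutant, a log2 difference of 4.09 (standard error 0.29, adjusted p = 0.0013). The calmodulin-binding protein gene *Pcp4* rose by 2.82 (standard error 0.13, adjusted p = 2.3e-04) and *Slc7a11*, a cystine and glutamate exchanger, by 2.57 (standard error 0.10, adjusted p = 7.0e-05). *Opn4*, which encodes melanopsin, rose by 1.79 (standard error 0.14, adjusted p = 0.0021) and *Myh11*, the smooth muscle myosin heavy chain, by 1.78 (standard error 0.07, adjusted p = 7.0e-05). In the other direction *Ttr*, which encodes the thyroxine and retinol carrier transthyretin, fell by 2.10 (standard error 0.13, adjusted p = 8.8e-04), from 11.06 to 8.96. Each of these 6 genes passed limma's test with any 1 array left out. The authors' deposited table gives the opposite direction for those of them it lists. In all, 85 of 23410 probe sets had an adjusted p under 0.05. At the paper's threshold, an unadjusted p under 0.05 and a fold of at least 1.5, 100 probe sets passed (207 with the unnamed ones tested too, 58 without dim ones). An unadjusted p under 0.05 alone was met by 1422 probe sets. The values of the groups did not overlap for all 85 probe sets, nor for 2565 of all tested (11.0%, against the 10% that chance gives for 3 arrays against 3). By the methods' t-test 0 probe sets had an adjusted p under 0.05, with 1319 at an unadjusted p under 0.05.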

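Genes lower in the arrays labelled mutant included *Rgs9*, a regulator of G protein signalling, with a log2 difference of -1.40 (standard error 0.12, adjusted p = 0.0042), and *Tbc1d9*, with -1.14 (standard error 0.09, adjusted p = 0.0021). *Car12*, a carbonic anhydrase, fell by 1.00, *Ccn3* by 0.88, *Hey2*, a transcription factor downstream of Notch and BMP signals, by 0.85, and *Wt1*, a zinc finger transcription factor, by 0.83. The tight junction gene *Cldn19* fell by 0.83, *Bmp6*, a secreted BMP ligand, by 0.74, *Rtn4rl1* by 0.70, *Lrrn3* by 0.67 and *Atp13a4* by 0.63 (standard errors of these 9 from 0.08 to 0.13, adjusted p from 0.013 to 0.048). Genes higher in the arrays labelled mutant included the bicarbonate transporter *Slc4a5*, at 1.54 (standard error 0.15), the amino acid transporter *Slc7a8*, at 1.39 (standard error 0.14), *Rrh*, the RPE opsin peropsin, at 1.35 (standard error 0.11), and *Aldh3a1*, an aldehyde dehydrogenase abundant in corneal epithelium, at 1.32 (standard error 0.17), with adjusted p of 0.003 to 0.022 for these 4. At an adjusted p under 0.05 by limma, 19 probe sets were lower and 66 higher in the arrays labelled mutant. At the paper's threshold 28 were lower and 72 higher, and the authors' deposited table runs the other way. These became 86 and 121 with the unnamed probe sets tested too, and 12 and 46 without dim probe sets. Of the genes named here, *Rgs9*, *Tbc1d9* and *Rrh* passed with any 1 array left out, and the others lost their call without at least 1 array, most often control replicate 3 or mutant replicates 2 and 3, with a highest adjusted p of 0.051 to 0.25. With the unnamed probe sets tested too, *Aldh3a1* and the 9 lower genes other than *Rgs9* and *Tbc1d9* did not pass (adjusted p from 0.075 to 0.20). The 19 lower probe sets became 31 without control replicate 1, 5 without control replicate 2, 3 without control replicate 3, 10 without mutant replicate 1, 3 without mutant replicate 2 and 3 without mutant replicate 3, and the 66 higher ones became 34 without control replicate 3, 38 without mutant replicate 1, 23 without mutant replicate 2 and 28 without mutant replicate 3.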

The expression of 73 of these genes was reduced in the *Pax6*-deficient RPE. 

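Genes of melanin synthesis and of melanosome biogenesis and transport were over-represented among the genes higher in the arrays labelled mutant, and Table 1 gives them the opposite direction. Of 40 such genes, 12 were among the 69 genes higher at the paper's threshold, out of 19938 genes with a probe set of their own (Fisher's exact test, two-sided, odds ratio 148.52, p = 5.6e-21). The 12 are the 10 genes of Table 1 and a further pair, *Slc7a11*, which imports cystine for pheomelanin, and *Tspan10*, a tetraspanin expressed in pigment cells (log2 difference 0.89, standard error 0.11, adjusted p = 0.022). *Tspan10* did not pass without control replicate 3 or any 1 mutant replicate (highest adjusted p 0.13), nor with the unnamed probe sets tested too (0.11). Of the 26 genes lower in the arrays labelled mutant 0 were among the 40 (Fisher's exact test, p = 1.00). Over the 30 listed genes outside Table 1, 2 were among the higher genes (p = 0.0048 by Fisher's exact test). At an adjusted p under 0.05 from limma, 9 of the 40 rose and 0 fell, with 17 higher and 1 lower when adjusted over the list alone. The median log2 difference over the list was 0.15. As a set the list was higher by camera (adjusted p = 3.2e-20), with adjusted p = 0.17 with an estimated correlation. The study chose 10 of the listed genes on these samples, and *Slc7a11* and *Tspan10* were known from Table S1, so these counts are not independent evidence. The test on the higher genes was chosen after the values were seen, and the GO categories of the paper were not used here.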

In agreement with the observed phenotype, analysis of enrichment in GO categories revealed significant representation of melanogenic genes (*p*<0.05; using the ToppGene Suite algorithm; [42]) as summarized in Table 1. 

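*Gpnmb*, a transmembrane glycoprotein of melanosomes, had a log2 signal of 7.23 ± 0.33 (SD, n = 3) in the arrays labelled control and 9.75 ± 0.07 in those labelled mutant, a log2 difference of 2.52 (standard error 0.15, adjusted p = 6.2e-04) or 5.75-fold. *Mlana*, needed for melanosome maturation, rose from 6.44 ± 0.22 to 8.51 ± 0.14 (standard error of the difference 0.12, adjusted p = 6.2e-04). *Gpr143*, the ocular albinism receptor of melanosomes, rose from 4.60 ± 0.38 to 6.11 ± 0.05 (adjusted p = 0.011). Of the melanin synthesis enzymes, *Tyrp1* rose from 9.51 ± 0.22 to 10.44 ± 0.12 (adjusted p = 0.02), and *Tyr* had 8.00 ± 0.35 and 8.66 ± 0.18, a difference of 0.67 (standard error 0.17) that did not pass the test (adjusted p = 0.34). *Slc3a2*, the heavy chain of amino acid transporters, rose by 0.73 (standard error 0.07, adjusted p = 0.0046). *Rab27a*, which ties melanosomes to the transport machinery, rose by 0.86 (standard error 0.12, adjusted p = 0.035), and *Slc45a2*, a melanosomal transporter, by 0.93 (standard error 0.14, adjusted p = 0.042). *Pmel*, listed as *Si* in Table 1 and encoding the fibrils of melanosomes, differed by 0.68 (standard error 0.11, adjusted p = 0.063), and *Slc24a5*, an ion exchanger, by 0.75 (standard error 0.17, adjusted p = 0.25). The authors' deposited table and Table 1 give all 10 the opposite direction. By limma 7 of the 10 rose over all probe sets, 10 of the 10 when adjusted over the list alone, and 10 of the 10 at the paper's threshold. The study chose this list on these samples, so its count is not independent evidence. The 7 became 4 without control replicate 3 or mutant replicate 1, 3 without mutant replicate 2 or mutant replicate 3, 3 when the unnamed probe sets were tested too, and 0 by the methods' t-test after adjustment (10 at an unadjusted p under 0.05). *Gpnmb*, *Mlana* and *Slc3a2* passed with any 1 array left out, and *Gpr143*, *Tyrp1*, *Slc45a2* and *Rab27a* did not (highest adjusted p 0.11, 0.12, 0.22 and 0.19); these 4 are also the ones lost with the unnamed probe sets (adjusted p from 0.07 to 0.18). *Pmel* passed without control replicate 1 (0.034) or control replicate 2 (0.041), and with trend and robust (0.037), array weights (0.027) or a filter on dim probe sets (0.041).

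**Figure D1:**
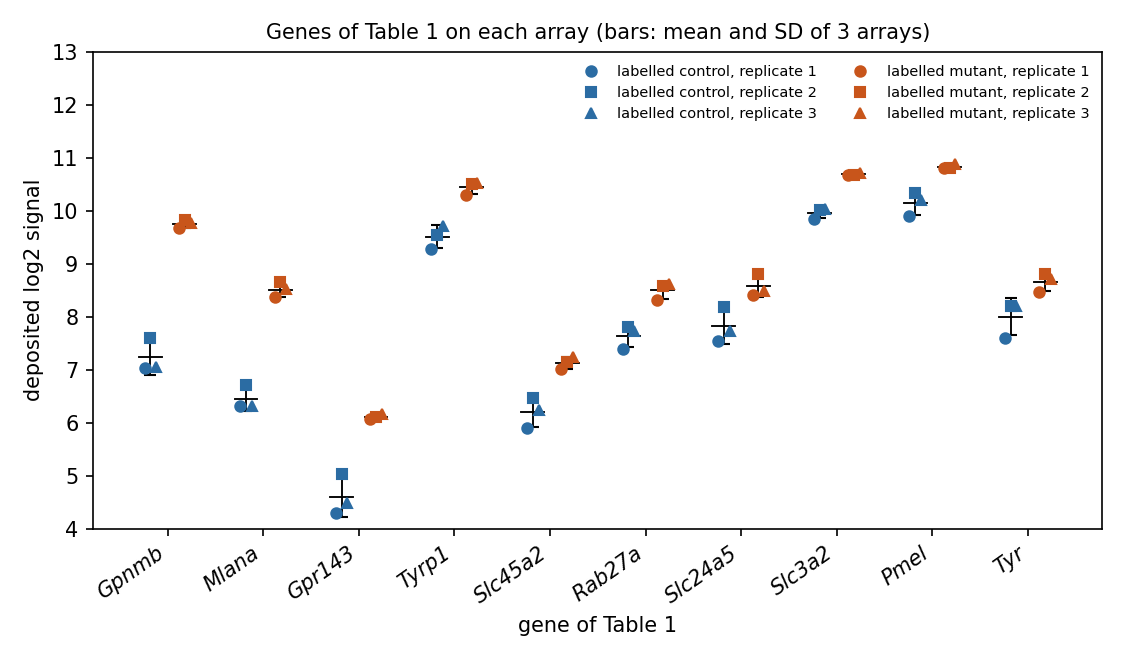
Deposited log2 signal of the 10 genes of Table 1 on the 3 arrays labelled control and the 3 arrays labelled mutant. Points are arrays and bars are the mean and SD of 3 arrays; for *Gpnmb* the points run from 7.03 to 7.60 in the arrays labelled control and from 9.67 to 9.82 in those labelled mutant.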

The identified pigmentation genes encode key enzymes of melanogenesis (*Tyr* and *Tyrp1*), as well as factors involved in melanosome biogenesis (*Si*, *Mlana*, and *Gpr143*) or melanosome transport (*RAB27a*) and factors implicated in melanosome biogenesis (*Gpnmb*, *Slc45a2*, *Slc24a5* and *Slc3a2*). 

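Of 30 melanosome genes outside Table 1, 2 rose in the arrays labelled mutant at an adjusted p under 0.05, *Slc7a11* and *Tspan10*, and 28 did not pass the test. When adjusted over the list alone 5 were higher, the other 3 being the cation channel gene *Trpm1* (log2 difference 0.51), *Rab38* (0.41), which sorts melanin enzymes to melanosomes, and *Rabggta* (0.29), which prenylates Rab proteins. The median over these 30 genes was 0.06, and it was 0.89 over the genes of Table 1, which the study chose on these samples. *Dct*, a melanin synthesis enzyme outside Table 1, had a log2 difference of 0.21 (standard error 0.12, adjusted p = 0.91). As sets by camera, the genes of Table 1 were higher (adjusted p = 6.5e-30, or adjusted p = 0.12 with an estimated correlation), as were the 30 others (adjusted p = 8.3e-07, or adjusted p = 0.39 with an estimated correlation). Of 25 lysosomal genes, which belong to organelles related to melanosomes, 0 passed limma's test by themselves (3 at an unadjusted p under 0.05) and 23 lay above 0, with a median of 0.08. The lysosomal list was higher by camera (adjusted p = 7.2e-06, or adjusted p = 0.41 with an estimated correlation). Markers of melanocytes, the other pigment cells of the eye, had a median of -0.03 over 10 genes, of which 0 passed limma's test, with or without adjustment (adjusted p = 0.67 by camera). All of these signs are opposite to those of the authors' deposited table for the genes it lists. From its transcriptome data, in which the genes of Table 1 are lower in the *Pax6*-deficient RPE, the paper reads an arrest of the melanogenesis program after *Pax6* loss, and it sets this beside the phenotype.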

Corresponding to the phenotype observed, the transcriptome analysis indicates an arrest in the melanogenesis program following *Pax6* loss.

**Table 1:** Melanogenic genes down-regulated in the *Pax6*-deficient RPE.

Gene symbol	Gene name	Fold change	*p* value	References
*Gpnmb*	Glycoprotein (transmembrane) nmb	−5.73	0.00020	[48], [87]
*Mlana*	Melan-A	−4.17	0.00018	[47]
*Gpr143*	G protein-coupled receptor 143	−2.83	0.00267	[88], [89]
*Tyrp1*	Tyrosinase-related protein 1	−1.91	0.00297	[46]
*Slc45a2*	Solute carrier family 45, member 2	−1.90	0.00630	[90], [91]
*Rab27a*	Member RAS oncogene family	−1.81	0.00530	[92]
*Slc24a5*	Solute carrier family 24, member 5	−1.68	0.03025	[93]
*Slc3a2*	Solute carrier family 3 (activators of dibasic and neutral amino acid transport), member 2	−1.66	0.00025	[94]
*Si*	Silver	−1.60	0.00721	[47], [95]
*Tyr*	Tyrosinase	−1.58	0.04166	[46]

To validate the microarray results, six melanogenic genes were analyzed by QRT-PCR (Figure 2A). In agreement with the microarray results, transcript levels of *Tyr*, *Tyrp1*, *Si* and *Mlana* were significantly reduced in the mutant RPE as compared with control, whereas the level of the mRNA encoding the enzyme DCT, which is involved in melanin synthesis, was slightly reduced, and the level of *Myo7a* mRNA, which encodes a protein involved in cellular transport of melanosomes in the RPE [43], was similar to wild-type. The reductions of *Si* transcript (Figure 2B,E) and of TYR and TYRP1 proteins (Figure 2C,D,F,G) were validated by *in situ* hybridization and antibody labeling, respectively. These findings support a role for PAX6 in the proper expression of key melanogenic genes in the RPE.

**Figure 2:**
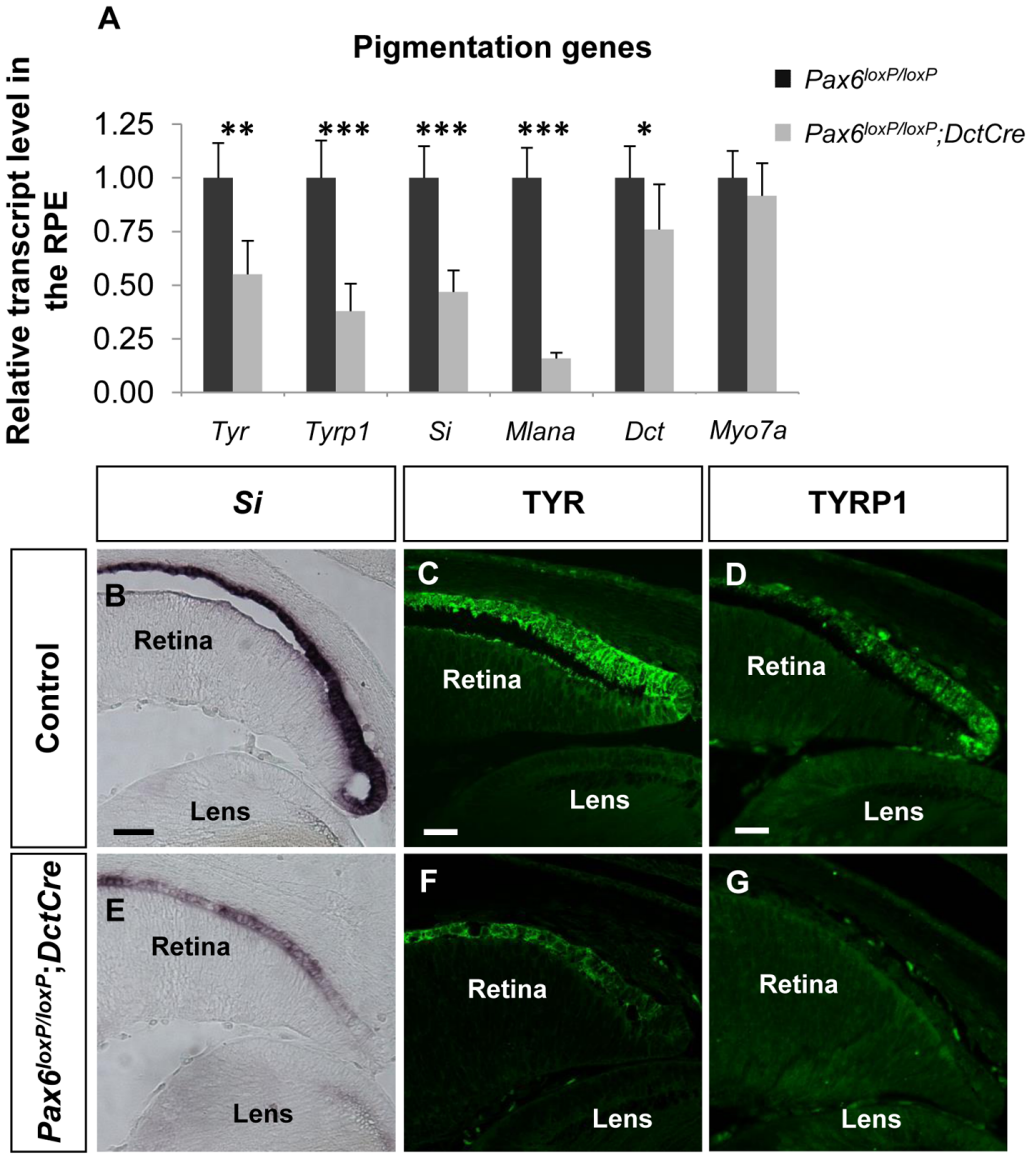
PAX6 is required for the expression of several melanogenesis genes. (A) Relative levels of *Tyr*, *Tyrp1*, *Si*, *Mlana*, *Dct* and *Myo7a* transcripts in RPE of control *Pax6^loxP/loxP^* and mutant *Pax6^loxP/loxP^;DctCre* E15.5 mice determined using QRT-PCR. *p<0.05, **p<0.005, ***p<0.0005, (n = 5). (B-G) Control and mutant RPE (B,E) cryo-sections showing the distal OC subjected to *in situ* hybridization for *Si* and (C,D,F,G) paraffin sections labeled with antibodies against TYR and TYRP1. Scale bar is 50 µm in B and E and 25 µm in C,D,F,G.

### PAX6 is required for the expression of *D-Mitf* in the developing RPE

The transcription factor *Mitf* is considered the master regulator of all melanin-bearing pigment cells and several melanogenic genes are direct targets of MITF [44], [45]. Out of the 10 melanogenic genes found to be down-regulated following *Pax6* loss, seven are known direct targets of MITF: *Tyr* and *Tyrp1* [46], *Si* and *Mlana* [47], *Gpnmb* [48], *Rab27a* [49] and *Gpr143* [50]. 

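Of these 7 MITF targets, 5 rose in the arrays labelled mutant at an adjusted p under 0.05 (*Gpnmb*, *Mlana*, *Gpr143*, *Tyrp1* and *Rab27a*), and all 7 passed the paper's threshold in that direction, which is opposite to that of Table 1. Of the 5, *Gpr143*, *Tyrp1* and *Rab27a* did not pass with the unnamed probe sets tested too (adjusted p 0.07, 0.10 and 0.16). A wider list of 25 genes described as direct targets of MITF in pigment cells or osteoclasts held 6 that rose, 1 that fell and 18 that did not pass. *Tbx2*, a T-box transcription factor of the optic cup, was the target that fell, by 0.56 (standard error 0.06, adjusted p = 0.0076). It did not pass without control replicate 3, mutant replicate 2 or mutant replicate 3 (highest adjusted p 0.065). When adjusted over the list alone 10 were higher and 1 lower, and the median log2 difference was 0.20. By camera the wider list was higher (adjusted p = 1.9e-13), with adjusted p = 0.16 with an estimated correlation. It holds 8 genes of Table 1, which the study chose on these samples, so its count is not independent evidence.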

*Mitf* has previously been found to be regulated by PAX6 and PAX2 at the OV stage [32]. We therefore wanted to investigate whether *Mitf* expression is dependent on PAX6 after RPE specification, when PAX2 is not expressed in the pigmented epithelium [32].

The *Mitf* gene encodes a family of isoforms generated from a common gene. The isoforms that are predominantly expressed in the RPE are *A*, *H* and *D* [18] (Figure S4A,B). The average response of all the *Mitf* probes in the GeneChip array revealed a reduction in the transcript levels by 1.37 fold (*p* = 0.069) in *Pax6*-deficient RPE compared to the wild-type. 

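*Mitf*, the transcription factor of pigment cell identity, had a log2 signal of 6.87, 7.44 and 7.43 on the arrays labelled control and of 7.43, 7.72 and 7.73 on those labelled mutant in its brighter probe set. This is a log2 difference of 0.38 (standard error 0.16, 95% confidence interval from 0.01 to 0.75), which did not pass limma's test (adjusted p = 0.80). The dimmer probe set of *Mitf* had means of 2.51 and 2.95, a difference of 0.45 (standard error 0.14, adjusted p = 0.52). With both probe sets averaged the difference was 0.41 (adjusted p = 0.58). Control replicate 1 lay below the others, and without it the difference was 0.19 (adjusted p = 0.87). *Tfec*, a relative of *Mitf* in the RPE, was dim, with means of 3.72 and 3.98, below the median signal of each array. It differed by 0.26 (standard error 0.07, adjusted p = 0.38). The paper's array value for *Mitf* has the opposite sign, as have its values for the genes of Table 1. By QRT-PCR the paper reports significantly lower pan-*Mitf* and *D-Mitf* in the mutant, with slightly higher *A-Mitf* and *H-Mitf*. It also reports less MITF protein, and by QRT-PCR a minor reduction of *Tfec* that did not reach a p under 0.05. These pan-*Mitf* and *Tfec* directions are also opposite to those of the arrays as labelled.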

By indirect immunofluorescence (IIF) analysis we indeed detected reduced levels of MITF protein in the RPE of *Pax6^loxP/loxP^;DctCre* embryos as compared with control *Pax6^loxP/loxP^* embryos at E12.5 and at E15.5 (Figure 3A-D). We next determined the expression levels of the specific *Mitf* isoforms by QRT-PCR of RNA extracted from control and *Pax6*-deficient RPE (E15.5). This analysis revealed a significant reduction in the expression of *D*-*Mitf*, which was over 3-fold lower in the mutants, and slight elevations in levels of *A*-*Mitf* and *H*-*Mitf* in the mutant RPE, compared to wild-type (Figure 3E). Quantification of a downstream amplicon that is common to all *Mitf* isoforms revealed a significant 1.45-fold reduction in pan-*Mitf* transcripts, consistent with the microarray results. *In silico* analysis of the upstream regulatory region of *D-Mitf* revealed three putative binding sites for PAX6 PD and four for MITF (Table S2); all are located within the 1200bp preceding the *D-Mitf* transcription start site (TSS) (Figure 3F). An electrophoretic mobility shift assay (EMSA) revealed that PAX6 binds two of the three sites *in vitro* (Figure 3G). This binding was specific, as it was competed by a cold probe (Figure 3G). Luciferase reporter assay on regulatory sequences of *D*-*Mitf* (between −1,153 and +6 relative to the TSS) was performed using different combinations of *Pax6*, *Pax6ΔPD* and *Mitf* expression vectors (Figure 3H). This analysis revealed synergistic transactivation of the *D-Mitf* promoter by PAX6 and MITF. The co-transfection of MITF with PAX6ΔPD failed to produce the same result.

**Figure 3:**
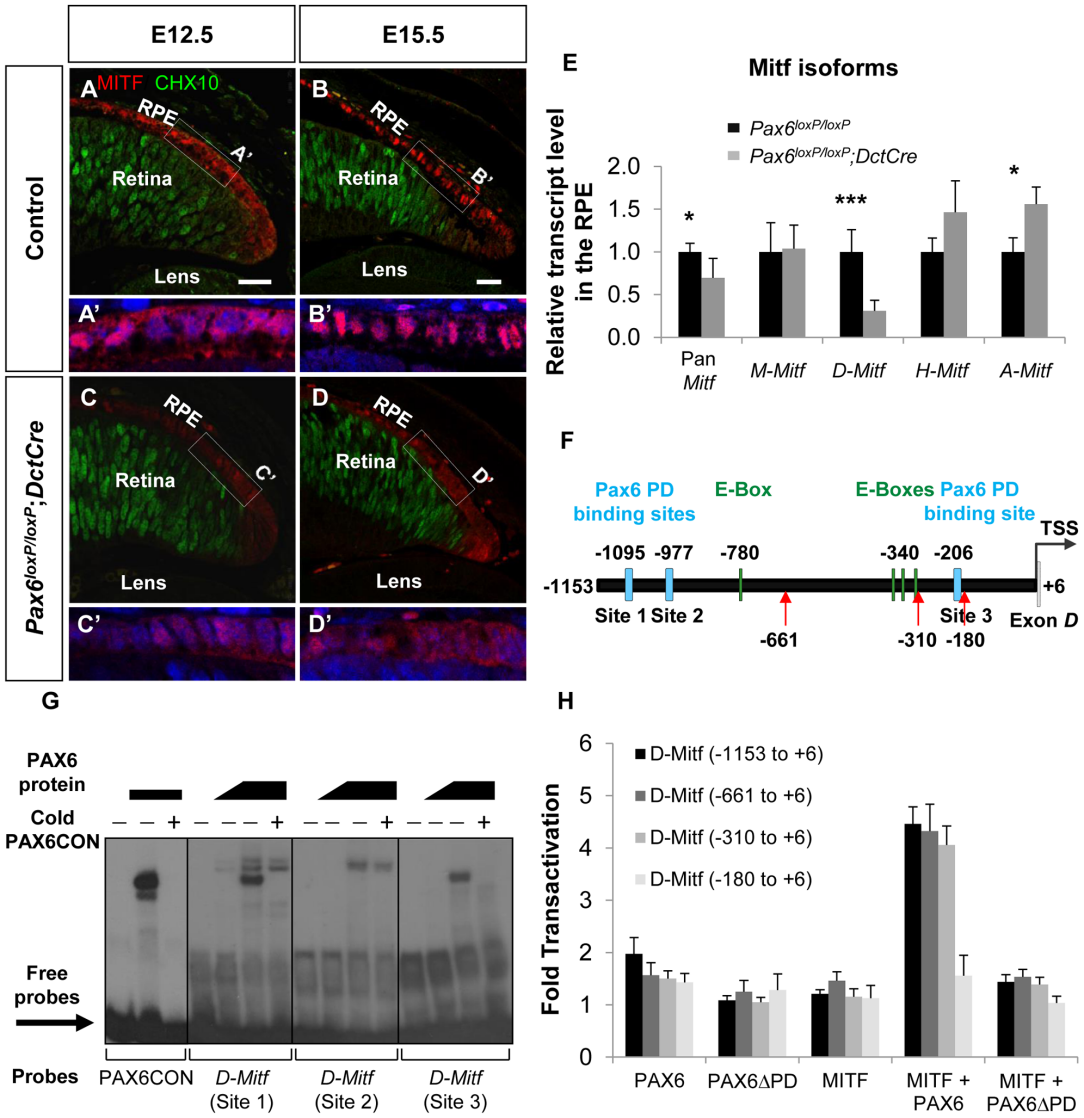
PAX6 is required for the expression of the *D*-*Mitf* isoform in the developing RPE. (A-D) Expression of MITF (red) and CHX10 (green) proteins detected by antibody labeling in the RPE of *Pax6^loxP/loxP^* control and *Pax6^loxP/loxP^;DctCre* mutant E12.5 and E15.5 eyes. Scale bar is 25 µm. (A'-D' insets) Higher magnifications of indicated regions and nuclear staining with DAPI. (E) Relative transcript levels of pan*-Mitf* and *M-*, *D-*, *H-* and *A-Mitf* isoforms in RPE fractions using QRT-PCR, *p<0.05, ***p<0.0005, (n = 5). (F) A scheme of the *D-Mitf* upstream region showing the putative E-boxes (green rectangles) and PAX6 PD binding sites (light blue rectangles). Red arrows indicate the borders of deletion constructs used for luciferase assay. (G) EMSA examining the binding of PAX6 to the putative PAX6 PD binding sites upstream of the *D-Mitf* TSS (sites 1-3). The binding of PAX6 to probes 1 and 3 was inhibited using unlabeled probe containing the PAX6 consensus binding site (PAX6CON). (H) Activity of luciferase under the regulation of wild-type or truncated *D-Mitf* promoter co-transfected into HeLa cells along with different combinations of expression vectors and/or their backbones lacking the ORF (n = 3).

In order to identify the regulatory sequence required for PAX6 and MITF transcriptional activity, a series of *D-Mitf* truncated promoters was analyzed (Figure 3H). The critical regulatory sequence for PAX6 and MITF transactivation is located between −310 and −180 relative to the TSS. This region contains only a PAX6 binding site (site 3: −212 and −194 relative to the TSS) but no known MITF binding site. Taken together, these results suggest that the transactivation of *D-Mitf* promoter by PAX6 and MITF depends on PAX6 PD and requires the PD binding site. These results also indicate that a self-sustaining PAX6-dependent feedback loop controls *Mitf* expression.

### *D-Mitf* is dispensable for melanogenesis in the RPE

The abrogated melanogensis in the *Pax6*-deficient RPE and the corresponding reduction in the *D*-*Mitf* isoform suggested that the pigment depletion in the *Pax6*-deficient RPE could be mediated by *D-Mitf*. Recently mice with specific deletion of *D*-*Mitf* were generated by ablation of 0.2 kb downstream to exon *D*, exon *D* and the 5.6 kb preceding sequence (*Mitf^ΔD^*, Figure S4C). In these mice, a slight reduction in pigmentation was observed at E11; however, at later stages the pigmentation was comparable to normal, in contrast to the depigmentation observed in the *Pax6^loxP/loxP^;DctCre* mutant eyes [37] (Figure 4A-C). Molecular analysis of *Mitf^ΔD/ΔD^* by IIF and QRT-PCR revealed that pan-*Mitf* level was similar to that in wild-type mice (Figure 4D,E). Yet, the expression levels of *Mitf* variants in the *Mitf^ΔD/ΔD^* RPE were similar to the pattern observed in the *Pax6^loxP/loxP^;DctCre* mutants: *D*-*Mitf* transcript level was completely abolished while *A*-*Mitf* and *H*-*Mitf* expression levels were elevated (Figure 4E). In addition, transcript quantification of the six melanogenic genes examined in the *Pax6*-deficient mutants revealed minor reductions in the levels of *Tyrp1*, *Si* and *Myo7a*, but only the reductions of the latter two were significant (Figure 4F). The normal phenotype of *Mitf^ΔD/ΔD^* mice is probably due to redundant activity of the *Mitf* isoforms expressed in the RPE. Together, the above results reveal that while PAX6 is required for normal levels of expression of *D-Mitf*, the reduced levels of *D*-*Mitf* following *Pax6* loss cannot account for the observed arrest in melanogenesis in the *Pax6^loxP/loxP^;DctCre* mutants. Moreover, the dramatic loss of pigmentation, while levels of *Mitf* are partly maintained, indicates that PAX6 has other functions in melanogenesis of the RPE in addition to the regulation of *Mitf* levels.

**Figure 4:**
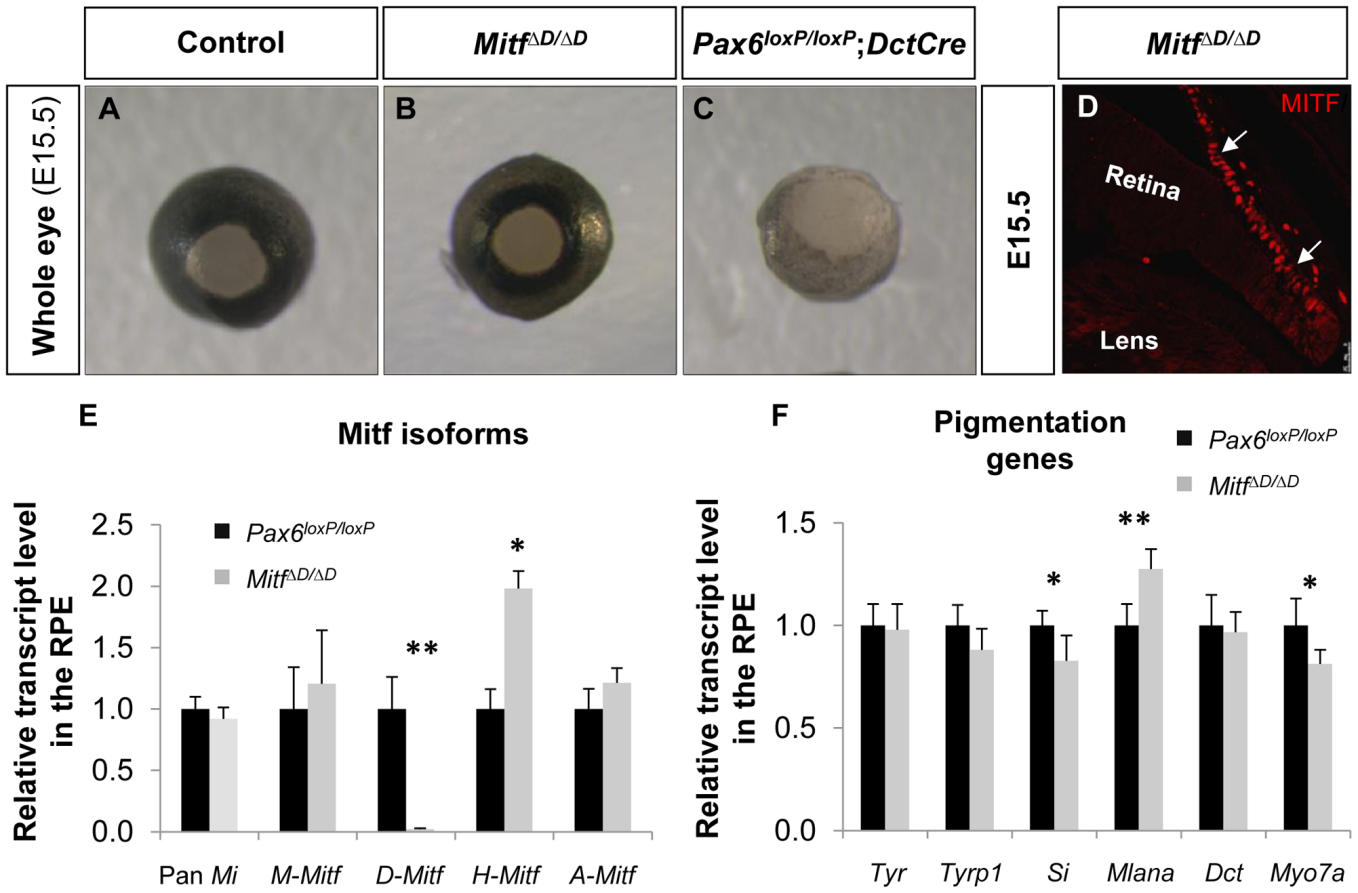
*D-Mitf* is dispensable for melanogenesis in the RPE. (A-C) Whole eye images of (A) *Pax6^loxP/loxP^*, (B) *Mitf^ΔD/ΔD^* and (C) *Pax6^loxP/loxP^;DctCre* mice. (D) A distal OC view of paraffin section of a *Mitf^ΔD/ΔD^* eye labeled with antibody against MITF. Arrows point at the RPE. (E) Relative transcript levels of pan*-Mitf* and *M-*, *D-*, *A-* and *H-Mitf* isoforms in RPE fractions determined using QRT-PCR. (F) Relative transcript levels of *Tyr*, *Tyrp1*, *Si*, *Mlana*, *Dct* and *Myo7a* in RPE fractions determined using QRT-PCR. *p<0.05, **p<0.005, (n = 5).

### PAX6 enhances the transcriptional activity of MITF on downstream melanogenic factors

The findings above reveal that PAX6 plays a pivotal role in the pigmentation program that goes beyond regulation of *D-Mitf* expression. This is reminiscent of the activity of the *Pax3* gene in melanocyte precursors, where it regulates the onset of *Mitf* expression as well as the expression of *Mitf* target genes like *Tyrp1* [51]. In order to examine the ability of PAX6 to trans-activate known targets of MITF we performed luciferase reporter assays using the regulatory regions of three pigmentation genes: *mTyrp1, hTyr* and *mMlana* (see Tables S3-S5 for details on MITF and PAX6 putative binding sites). We also examined the transcriptional activity of PAX6ΔPD, which was detected in *Pax6^loxP/loxP^;DctCre* mice (Figure S1 and Figure S2), on these promoters. On the *mMlana* promoter there was additive cooperation between the two transcription factors (PAX6: 2.25 fold change, *p* = 0.02; MITF: 50.3 fold change, *p* = 0.004; MITF + PAX6: 149 fold change, *p*≤0.04; n = 3; Figure S5). In contrast to PAX3, PAX6 by itself failed to activate the *mTyrp1* promoter either in pigment producing cell lines such as ARPE19 and UACC.62, or in HEK-293T, NIH-3T3 and HeLa cells (Figure 5A and data not shown). However, in the presence of MITF, PAX6 cooperatively and synergistically trans-activated the m*Tyrp1* promoter (MITF: 5.6 fold change, *p* = 0.006; MITF + PAX6: 51.9 fold change, *p* = 0.002; n = 4; Figure 5A). A similar synergistic transactivation pattern was observed using the *hTyr* promoter (MITF: 12.6 fold change, *p* = 0.001; MITF + PAX6: 71.3 fold change, *p* = 0.003; n = 3; Figure 5B). Chromatin immunoprecipitation (ChIP) confirmed the association of PAX6 with the *hTyrp1* promoter region in RPE cells derived from human embryonic stem cells [52]. We observed more than 4-fold enrichment of PAX6 in the *hTyrp1* proximal promoter compared to a region 2 kb downstream (data not shown and Table S6).

**Figure 5:**
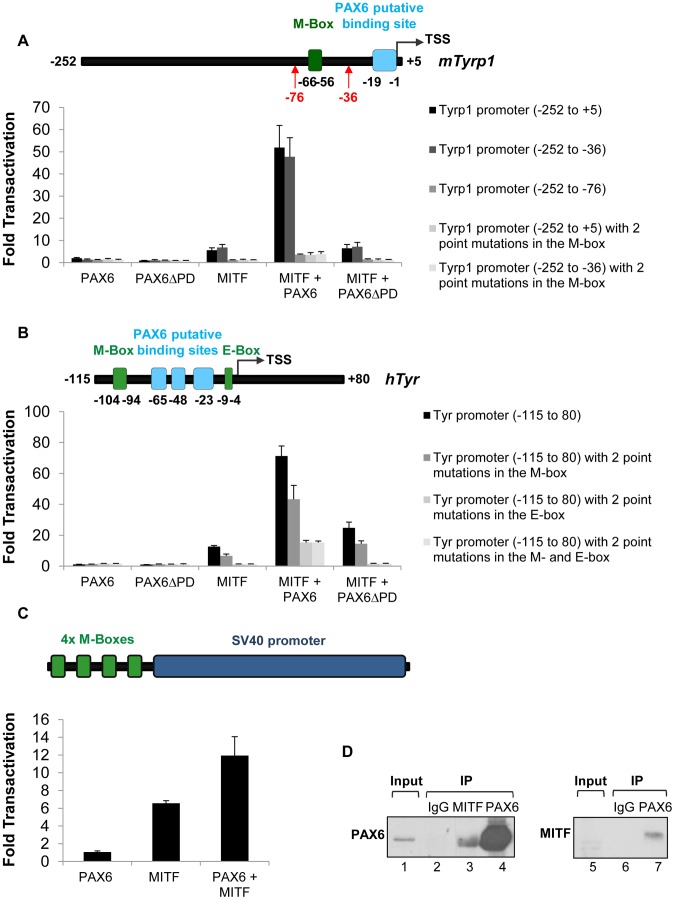
PAX6 trans-activates the promoters of *mTyrp1* and *hTyr* in the presence of MITF. (A,B) Activity of luciferase under the regulation of wild-type or mutated (A) *mTyrp1* or (B) *hTyr* promoters co-transfected into HeLa cells along with different combinations of expression vectors and/or their backbones lacking the ORF, as indicated (n = 3). The positions of binding sites for MITF (E/M-box, green rectangle) and potential binding sites for PAX6 (light blue rectangle) are indicated relative to the TSS of each promoter in schematics above each graph. (C) Activity of luciferase under the regulation of four consecutive M-boxes and a basic SV40 promoter co-transfected into HeLa cells along with different combinations of expression vectors and/or their backbones lacking the ORF, as indicated (n = 3). (D) Reciprocal co-immunoprecipitation assay of PAX6 and MITF using protein extracts of ARPE19 cells. Samples were precipitated using anti-PAX6 (lanes 4,7), anti-MITF (lane 3) or IgG (lanes 2,6). Anti-Pax6 (lanes 1-4) or anti-MITF (lanes 5-7) were used for Western blot.

We next examined the contributions of the putative binding sites of PAX6 and the binding sites of MITF (M- and E-box) to the transactivation of the promoters of *mTyrp1* and *hTyr* by PAX6 and MITF. Interestingly, deletion or point mutations in the MITF binding sites dramatically reduced the transactivation observed when MITF and PAX6 were co-expressed. While the wild-type *mTyrp1* promoter was trans-activated 51.9 fold in the presence of both factors, compared to their absence, a promoter carrying a deletion or mutations in the M-box was trans-activated only 3.5 fold (Figure 5A). Similarly, the wild-type *hTyr* promoter was trans-activated 71.3 fold by both PAX6 and MITF, whereas promoters carrying mutations in the M- and E-box sequences were trans-activated 43.3 fold and 13.3 fold, respectively (Figure 5B). In contrast, deletion of the putative binding site for PAX6 in *mTyrp1* promoter did not significantly alter the transactivation by MITF and PAX6 (Figure 5A). To examine whether the M-box is sufficient to enhance MITF activity by PAX6, we performed a luciferase reporter assay with PAX6, MITF or both using a reporter with four consecutive M-box elements. As shown in Figure 5C, PAX6 alone did not activate the promoter, MITF alone enhanced the activity by 6.6 fold, and PAX6 and MITF together enhanced the reporter activity by 11.9 fold (*p* = 0.046, n = 3). These findings suggest that in tissue culture, the MITF binding sites are essential and sufficient for the transactivation of *mTyrp1*and *hTyr* promoters by PAX6 and MITF.

The reporter assays revealed that PAX6 transactivation effects are largely dependent on MITF expression and on its binding sites. This mode of action suggests a physical interaction between PAX6 and MITF. We therefore conducted co-immunoprecipitation assays (co-IP) to evaluate this possibility. First, a reciprocal co-IP experiment was performed in ARPE19 cells that endogenously express both *Pax6* and *Mitf* [53]. MITF antibodies co-precipitated PAX6, and immunoprecipitation with PAX6 antibodies resulted in precipitation of MITF (Figure 5D). The enrichment of MITF in the PAX6 immunoprecipitate was very significant as MITF expression was almost below detection in the input sample (Figure 5D, right panel, lane 5). These results support an association of MITF and PAX6 in ARPE19 cells.

To determine whether the PAX6ΔPD variant is capable of physical association with MITF, HeLa cells were transfected with 3xFLAG-PAX6, 3xFLAG-PAX6ΔPD, 3xFLAG-MITF or a combination of 3xFLAG-MITF with each PAX6 protein variant (Figure S6A). Cells were harvested and protein extracts were precipitated using MITF antibodies. Both PAX6 and PAX6ΔPD proteins were enriched in the immunoprecipitates when co-transfected with MITF (Figure S6A, right panel, lanes 9 and 10). These results suggest that the PAX6ΔPD variant is capable of associating with MITF as previously suggested [54]. We next conducted luciferase reporter assays using MITF and PAX6ΔPD. PAX6ΔPD had no transactivation effects on the transcriptional activity of MITF (Figure 5A,B) and did not show a dominant negative effect on the transactivation of the *mTyrp1* promoter by MITF and PAX6 (Figure S6B). These results indicate that although the PAX6ΔPD variant is capable of association with MITF, the PD domain is necessary for the PAX6-MITF-mediated transcriptional activation of melanogenic genes.

## Discussion

This study unravels the molecular mechanism through which a single transcription factor, which is expressed in multiple ocular and non-ocular cell types, controls a highly specialized differentiation program of the neuroepithelium-derived pigmented cells of the eye. We show that PAX6 regulates a gene regulatory network central to RPE differentiation. This activity is mediated by a coherent feed-forward loop, by which PAX6 controls the expression of *Mitf* and jointly with MITF triggers the expression of multiple downstream target genes that are required for the execution of distinct differentiation program of pigment formation (Figure 6). In this mode of action, MITF levels could serve as a sign-sensitive delay for the melanogenesis process in the RPE as transactivation of pigmentation genes by PAX6 depends on *Mitf* transactivation by PAX6. This type of kinetic mechanism filters out fluctuations in input stimuli since it requires persistent co-expression of both transcription factors. Our data provide an explanation of how PAX6, which is expressed in most ocular lineages, can promote the highly specialized and distinct differentiation program of the RPE.

**Figure 6:**
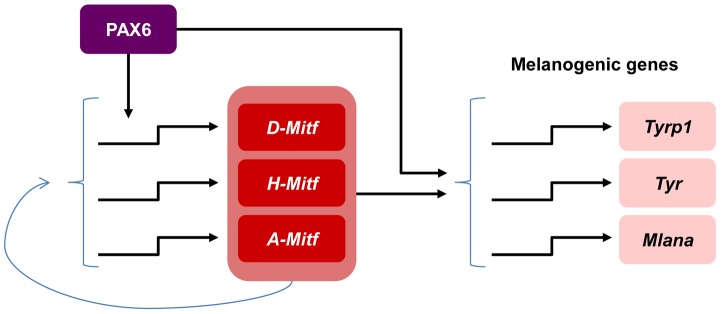
Model of PAX6 control of melanogenesis in the RPE through a positive feed forward loop with MITF. PAX6 positively regulates the expression of the *D*-*Mitf* isoform. There is a compensation mechanism that maintains pan-*Mitf* levels in the RPE. PAX6 cooperates with MITF to trans-activate several pigmentation genes.

A role for *Pax6* during specification of the OV to the PE lineage was deduced from the analyses of *Pax6* mutants that also carry mutations in the transcription factors *Pax2* or *D-Mitf*. The PE of the transgenic *Pax2^−/−^;Pax6^+/−^* and *Mitf^ΔD/ΔD^;Pax6^+/−^* mice develops into a second neuroretina [32], [37]. In contrast, RPE cells that lost the expression of *Pax6* after specification maintained their morphology of a single layer of polygonal epithelium (Figure 1). Accordingly, we did not detect changes in the expression of several epithelial markers (Figure 1O) or elevated expression of the neuronal gene CHX10 (Figure 3A-D) in the *Pax6*-mutant RPE. Although the mutant RPE transcriptome data did not reveal overt elevations in neuronal genes, we did detect alterations in the expression levels of MITF-regulators, both key RPE-specification factors such as *Wnt2b* ([6]; −1.67, *p* = 0.00005) and *Gli2* ([55]; −1.1, *p* = 0.003) and of the retinal promoting gene *Msx2* ([56]; +1.8, *p* = 0.016). These alterations in gene expression suggest partial changes in the differentiation program of the *Pax6*-deficient RPE and point to additional regulators of MITF that are controlled by PAX6. However, these changes were not sufficient to completely disrupt RPE differentiation, in contrast to the complete disruption observed following inhibition of the Wnt/β-catenin pathway in specified RPE [57]. 

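Genes of neurons, retinal progenitors and photoreceptor precursors did not pass limma's test, over all probe sets or when adjusted over their list alone. Of 22 genes of postmitotic neurons 0 passed (0 at an unadjusted p under 0.05) and the median log2 difference was -0.12, with *Nefm*, a neurofilament, at -0.35 (standard error 0.32) and *Ptf1a*, a factor of amacrine and horizontal cells, at -0.16. Of 19 retinal progenitor genes 0 passed (1 unadjusted) and the median was -0.05, with *Six6*, an eye field transcription factor, at -0.51 (standard error 0.42) and the Wnt modulator *Sfrp2* at 0.15. Of 12 photoreceptor precursor genes 0 passed (1 unadjusted) and the median was -0.08, with *Rxrg* at -0.37 (standard error 0.13) and *Gngt2* at -0.11. By camera the adjusted p was 0.12 for neurons, 0.49 for retinal progenitors and 0.09 for photoreceptor precursors. Among the regulators of *Mitf*, *Wnt2b*, a secreted Wnt ligand of the dorsal RPE, rose in the arrays labelled mutant from 7.13 ± 0.04 to 7.87 ± 0.05 (SD, n = 3; log2 difference 0.74, standard error 0.06, adjusted p = 0.0021), and by the methods' t-test the adjusted p was 0.13. *Gli2*, an effector of Hedgehog signals, had 6.83 ± 0.03 and 6.96 ± 0.03, a difference of 0.13 (standard error 0.05) that did not pass limma's test (adjusted p = 0.78). *Msx2*, a homeobox gene of the ciliary margin, had 5.40 ± 0.35 and 4.54 ± 0.13, a difference of -0.86 (standard error 0.16, adjusted p = 0.13). Without control replicate 1 it was -1.05 and passed (adjusted p = 0.0098), as it did at -0.90 with the mean of the neuronal genes as a covariate, chosen after the values were seen (0.03). The paper gives *Wnt2b*, *Gli2* and *Msx2* the opposite signs. The mean of the neuronal genes, centred per gene, varied within the groups, at 0.68, -0.60 and 0.13 on the arrays labelled control and 0.41, 0.05 and -0.67 on those labelled mutant. Camera called the neuronal list lower without control replicate 2, mutant replicate 1 or mutant replicate 2 (adjusted p = 4.8e-06, 2.8e-04 and 0.032), photoreceptor precursors lower without control replicate 2 or mutant replicate 1 (0.0011 and 6.9e-04) and with array weights (0.017), and retinal progenitors lower without control replicate 2 or mutant replicate 1 (0.003 and 0.0029) but higher without control replicate 1 or mutant replicate 3 (0.048 and 0.032). These calls used the preset correlation; with an estimated correlation over all 6 arrays the adjusted p was 0.86 for neurons, 0.92 for retinal progenitors and 0.67 for photoreceptor precursors.

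**Figure D2:**
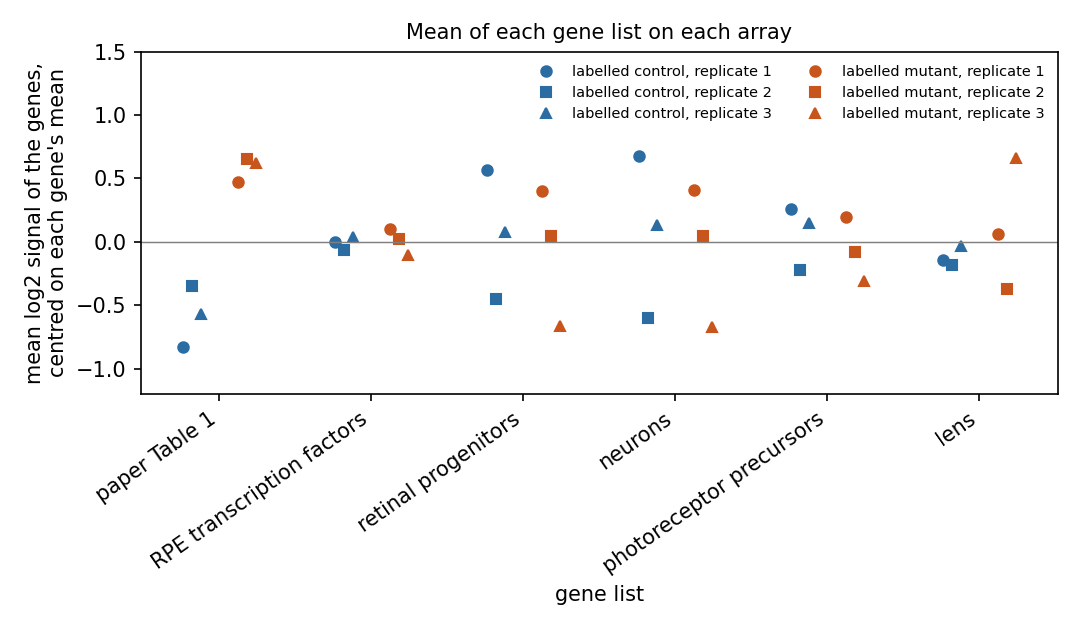
Mean log2 signal of the genes of a list on each array, centred per gene, for the genes of Table 1, RPE transcription factors, retinal progenitors, neurons, photoreceptor precursors and lens. Each point is 1 array; for Table 1 the arrays labelled control lie at -0.83, -0.35 and -0.57 and those labelled mutant at 0.47, 0.65 and 0.62, while the neuronal points of the groups overlap.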

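Transcription factors of the RPE had a median log2 difference of 0.02 over 10 genes, of which 0 passed limma's test (4 at an unadjusted p under 0.05; adjusted p = 0.79 by camera). *Otx2*, which specifies the RPE with *Mitf*, was at -0.10 (standard error 0.09, adjusted p = 0.98) and *Sox9* at -0.32 (standard error 0.08, adjusted p = 0.40). When adjusted over the list alone 1 was higher, the dim *Tfec*, and 1 lower, *Sox9*. By QRT-PCR and antibody labelling the paper reports similar *Otx2* and *Sox9* in control and mutant RPE. Of 22 genes of the visual cycle and other RPE functions 2 rose in the arrays labelled mutant, *Rlbp1*, the retinaldehyde carrier (1.00, standard error 0.11, adjusted p = 0.01), and *Rrh*, 1 fell, *Ttr*, and 19 did not pass. *Rlbp1* did not pass without control replicate 3, mutant replicate 2 or mutant replicate 3 (highest adjusted p 0.09), nor with the unnamed probe sets tested too (0.066). When adjusted over the list alone 3 were higher and 1 lower. That list was higher by camera (adjusted p = 0.014, or adjusted p = 0.58 with an estimated correlation). Of 14 ciliary margin genes 0 passed the test by themselves (2 unadjusted), and 2 were lower when adjusted over the list alone, *Msx2* and *Zic1*, a zinc finger transcription factor (-0.70, standard error 0.16). As a set they were lower (adjusted p = 0.0065, or adjusted p = 0.41 with an estimated correlation). Targets of BMP and TGFb signals were lower as a set (16 genes, median -0.05, adjusted p = 0.0021, or adjusted p = 0.16 with an estimated correlation), with *Hey2* the 1 that fell by itself (not with the unnamed probe sets tested too, adjusted p = 0.14) and *Hey2* and *Msx2* lower when adjusted over the list alone (2 of 16). Of 18 Wnt pathway targets 0 passed (6 unadjusted; median 0.04, adjusted p = 0.18 by camera), with *Notum* at -0.28 and *Wif1*, both secreted Wnt inhibitors, at 0.22. Of 13 Hedgehog pathway genes 0 passed (2 unadjusted; median 0.01, adjusted p = 0.93 by camera), with the feedback inhibitor *Hhip* at -0.25. The authors' deposited table gives opposite signs to the genes it lists. *Ttr*, *Rlbp1*, *Rrh*, *Msx2*, *Zic1* and *Hey2* were known from Table S1 when the lists were made. Results of the visual cycle, ciliary margin and BMP and TGFb lists are therefore not independent evidence. Camera did not call the visual cycle list without control replicate 1 or mutant replicate 3 (adjusted p = 0.20 and 0.10) or the ciliary margin list without control replicate 3 (adjusted p = 0.076), nor either of them without dim probe sets (0.073 and 0.091), and it called Wnt targets without mutant replicate 1 (adjusted p = 0.048, or adjusted p = 0.58 with an estimated correlation over all 6 arrays).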

A previous study showed that PAX6 together with PAX2 is required for expression of MITF during the specification stage, and that the former two proteins regulate the expression of the *A-Mitf* isoform *in vitro* [32]. In our analysis, the loss of *Pax6* during RPE differentiation resulted in up-regulation of *A-Mitf*. These findings suggest stage-dependent roles for PAX6 during various stages of RPE development, from pattering to differentiation.

We show that *Pax6* is essential for the proper expression of *Mitf* and its melanogenic target genes. This activity requires both PAX6 and MITF to act synergistically, as shown by luciferase reporter assays on the promoters of *mD-Mitf*, *mTyrp1* and *hTyr* (Figure 3H and Figure 5A,B). Although PAX6 binding sites were identified in each of these three promoters (Tables S2-S4), the deletion of the PAX6 binding site in the *Tyrp1* promoter did not reduce the transcriptional activity of PAX6 and MITF, while mutations in MITF binding sites in either *mTyrp1* or *hTyr* promoters hampered their activity (Figure 5A,B). In contrast, the PAX6 binding site in the *D-Mitf* promoter (site 3, Figure 3F,G), but not the putative MITF binding sites, was essential for PAX6 and MITF transcriptional activity (Figure 3H). Together with the observation that PAX6 and MITF are capable of physical association (Figure 5D), these results suggest that the PAX6-MITF complex may trans-activate promoters through either PAX6 or MITF binding sites. This mode of action of PAX6 may account for the broad spectrum of PAX6 transcriptional targets. ChIP-Seq studies on embryonic RPE or hES-RPE cells are underway to determine the promoter occupancy of PAX6 and MITF on RPE genes.

The *Mitf* gene encodes at least 10 isoforms with alternative promoter or exon usage. The three RPE-specific isoforms (*D-*, *A-* and *H*-*Mitf*; [18], [19]) differ only in the N-terminal sequences [22]. The fact that all *Mitf* isoforms have different promoter sequences and predicted transcription factor binding sites suggests different regulation mechanisms [58]. Our data show that PAX6 is specifically required for the normal expression of *D-Mitf*. In both mouse mutant lines – *Pax6^loxP/loxP^;DctCre* and *Mitf ^ΔD/ΔD^* –we observed an up-regulation of *A*-*Mitf* and *H*-*Mitf* isoforms (Figure 3E and Figure 4E). However, while in the RPE of *Mitf^ΔD/ΔD^* mice the total transcript level of *Mitf* was similar to that in the wild-type RPE, in the RPE of *Pax6^loxP/loxP^;DctCre* the level of pan-*Mitf* was 1.45-fold lower than the wild-type RPE. We therefore suggest that there is a feedback mechanism that balances the total level of MITF protein and that this mechanism requires full-length PAX6.

The observation that *A*- and *H*-*Mitf* are capable of compensating for the absence of *D*-*Mitf* activity in the *Mitf^ΔD/ΔD^* transgenic mice, but not in the *Pax6^loxP/loxP^;DctCre* mutants, suggests that reduction in pigmentation in the RPE of *Pax6^loxP/loxP^;DctCre* transgenic mice might be caused by down-regulation of a MITF co-factor, either PAX6 itself or another protein. Other than MITF, the only transcription factor that has been demonstrated to have a role in regulation of RPE melanogenesis is OTX2. OTX2 plays an important role in RPE development [59], [60] by trans-activating the melanogenic enzymes-encoding genes *Tyr*, *Tyrp1* and *Dct* [61]–[63]. Since we did not detect a significant change in the expression pattern of *Otx2* in the RPE of *Pax6^loxP/loxP^;DctCre* transgenic mice (Figure S3), it is unlikely that changes in its expression mediate the reduction in the expression of the melanogenic genes and pigmentation observed following *Pax6* loss.

Another candidate that might be responsible for the reduced pigmentation in the *Pax6^loxP/loxP^;DctCre* is the bHLH leucine-zipper transcription factor TFEC. The amino acid sequences of TFEC and MITF bHLH leucine-zipper show high similarity [64] and these two proteins bind to an E-box as heterodimer complex [17]. Bharti et al. (2012) showed that PAX6 trans-activates the expression of *Tfec* and that *Tfec* can rescue eye defects in mice with a mutation in the *Mitf* gene [37]. The transcript level of *Tfec* was indeed reduced in *Pax6^loxP/loxP^;DctCre* mutants (Figure S7A: −1.23 fold change, *p* = 0.075, n = 6), and this minor down-regulation may have also contributed to the overall reduction in pigmentation, as TFEC is capable of trans-activating *mTyrp1* and *hTyr* promoters alone and synergistically with PAX6 (Figure S7B and data not shown). Thus, in addition to its known role during PE specification, TFEC may also have a role in RPE differentiation where it acts like an additional isoform of MITF [17].

Association between PAX6 and MITF was previously shown *in vitro* by Planque et al. (2001). However, in that study transfection of the two proteins caused a reduction in MITF transactivation of *Tyr* promoter [54]. The discrepancy with our results could be explained by the different ratio of *Pax6*/*Mitf* levels used in the reporter assays, as Planque et al. used a ratio of 20∶1, whereas in our study the ratio was 1∶1. The importance of the ratio between PAX6 and MITF has also been demonstrated *in vivo*. The transcript levels of *Tyr* and *Tyrp1* were lower in mice that over-express *Pax6* (i.e. *Pax6^Yac/Yac^* mice) on the background of a *Mitf^ΔD/ΔD^* transgenic mice compared to either *Pax6^Yac/Yac^* or *Mitf^ΔD/ΔD^* alone [37]. In these experiments, RPE pigmentation levels were consistent with the altered expression levels of *Tyr* and *Tyrp1* ([37] and Bharti, unpublished results). Interestingly, while during embryonic development PAX6 is eliminated from the RPE in a proximal to distal gradient, MITF and its downstream pigmentation genes are expressed along the entire length of the RPE. Thus, we infer that PAX6 is involved in the initiation of the pigmentation program but not in its maintenance.

The somatic mutation induced by the *DctCre* transgene deleted exons 4−6, which encode the initiation codon and the PD of PAX6. Interestingly, while the PD was eliminated from the *Pax6^loxP/loxP^;DctCre* embryos, a truncated transcript of *Pax6* that gave rise to a *Pax6ΔPD* variant was identified. The PAX6*Δ*PD variant was not previously noted in somatic mutations of the *Pax6^loxP^* allele [40], , probably because in some tissues, such as the lens placode and the peripheral optic cup, but not in the RPE, the expression of *Pax6* depends on full-length PAX6 protein [70], which is absent due to the Cre-mediated deletion. In addition, it is possible that RPE-specific post-transcriptional mechanisms that alter splicing and RNA stability lead to more prominent accumulation of the PAX6ΔPD in the RPE.

While the physiological activity of PAX6ΔPD in the eye is still unknown, its over-expression results in microphthalmia due to aberrant lens and corneal development [71], [72]. Thus, although we did not detect over-expression of the homeodomain of *Pax6*, we should consider the possible contribution of the over-expression of the PAX6*Δ*PD isoform and the disruption of the PAX6/PAX6*Δ*PD ratio to the pigment phenotype of the *Pax6^loxP/loxP^;Dct-Cre* RPE. There are several lines of evidence that rule out a major effect of the PAX6ΔPD isoform in the *Pax6^loxP/loxP^;Dct-Cre* mutants: First, we detected a *Pax6ΔPD* transcript in the control RPE, which was initiated from the P4 promoter (Figure S2A,C,E). Thus, the *Pax6ΔPD* transcript is expressed during normal differentiation and onset of pigmentation in the RPE. Second, *Pax6ΔPD* is expressed in the progenitors of the CB and is maintained there in the adult, both in the pigmented and non-pigmented epithelium [72]. Yet, mice carrying 10 copies of the *Pax6* locus and over-expressing *Pax6ΔPD* do not display any alteration in the pigmentation of the CB [72]. Therefore the PAX6ΔPD isoform is unlikely to interfere with the pigmentation program. Third, we did not detect reduced pigmentation in the RPE of *Pax6^loxP/+^;DctCre* heterozygous mice, thus further arguing against a dominant-negative effect of this truncated product ([5] and data not shown). Finally, even though the PAX6ΔPD isoform was able to associate with MITF in a co-IP assay (Figure S6A), it had no repressive or inductive effects on the promoters of *mTyrp1* and *hTyr* either alone or when co-expressed with MITF or together with MITF and PAX6 (Figure 5A,B and Figure S6B).

Although there is little evidence for independent eye invention events during metazoan species evolution [34], there is strong argument in favor of a common molecular network controlling the development of the metazoan eye, in which *Pax* genes were redundantly employed and were later on variably adapted for eye development in different animal taxa [34], . According to this hypothesis an ancestor of a *Pax6* gene was at the node of a gene regulatory network that controlled the morphogenesis of a primitive eye composed of a photoreceptor cell that contained pigment granules, as in *Palaemonetes pugio* [76]. The evolutionarily earliest gene regulatory networks were likely to be hierarchically shallow and, as animal body parts gradually elaborated and gained more complex regional subdivision of the developing embryo, the underlying regulatory networks became hierarchically deeper and were terminally fixed into kernel genes, in which any minor change would lead to extremely harmful consequences [36], [77]. In such a scenario, the development of the vertebrate eye into a complex structure that includes PE and multilayered neuroretina would require different cell specific transcription factors that in combination with PAX6 generate different *cis*-regulatory input functions that result in execution of distinct and highly specified differentiation programs. In this model, PAX6 acts as an accelerator directed by its tissue-specific partner to a specific transcriptional program.

## Material and Methods

### Mouse lines

The mouse lines employed in this study, *Mitf^ΔD^* [37], *Pax6^loxP^* [40] and *DctCre* [5] have been previously described. The latter two were used to establish *Pax6^loxP/loxP^;DctCre* somatic mutants. *Pax6^loxP/loxP^* littermates were used as controls. The genetic background of all mice used in this study was C57BL/6J, except for *in situ* staining, for which mice of the outbred ICR genetic background were used. All animal work was conducted according to national and international guidelines and approved by the Tel Aviv University review board.

### Statistical analysis

All data were examined using two-tailed Student's t-test.

### Immunofluorescence, ISH and flat-mount

Immunofluorescence analysis was performed on 10 µm paraffin sections as previously described [40], using the following primary antibodies: rabbit anti-PAX6 (1∶400, Covance, prb-278b), mouse anti-PAX6 (1∶25, Santa Cruz, sc-32766), rabbit anti-SOX9 (1∶200, Chemicon, ab5535), sheep anti-CHX10 (1∶1000, Exalpha, X1180P), rabbit anti-OTX2 (1∶50, Millipore, AB9566), rabbit anti-MITF [18], rabbit anti-TYR (1∶1,000, a gift from the Vincent Hearing lab, NCI), rabbit anti-TYRP1 (1∶1,000, a gift from the Vincent Hearing lab, NCI). Secondary antibodies were donkey anti-rabbit conjugated to alexa594 (1∶1000, Invitrogen, A21207) and alexa488 donkey anti mouse/sheep (1∶1000, Invitrogen, A21202/A11015).

*In situ* hybridization (ISH) was performed on 14 µm cryo-sections using DIG-labeled RNA probes as previously described [78]. The *Pax6* intron 7 probe was generated from a 849bp PCR fragment (forward, 5′-TTTGGAGCCCTCCATCTTTCTC-3′; reverse, 5′- TGCACACTTTCGGGCAAGG-3′). Plasmid for antisense transcription of *silver* was kindly provided by the laboratory of Dr. William Pavan (NIH) [79].

Flat-mount samples were prepared as follows: Eyes at E19.5 were enucleated and immediately fixed in 4% paraformaldehyde for 30 minutes. The RPE was carefully dissected from the rest of eye structures, sliced radially to four pieces and flattened on membrane filters (Schleicher& Schull, 0.45 µm D-37582). Samples were blocked and stained with phalloidin (1∶100, Invitrogen, A12379). Thereafter, RPE was flattened on its basal side on a slide and sealed for observation.

### Transmission electron microscopy

The heads of E15.5 embryos and perforated eyes of P1 neonatal mice were fixed in 0.1 M cacodylate-buffered fixative containing 2.5% paraformaldehyde and 2% glutaraldehyde and further processed as described previously [80]. Ultrathin sections were cut with a Leica Ultramicrotome UCT (Leica Microsystems), stained with uranyl acetate and lead citrate and analyzed with a H7600 transmission electron microscope (Hitachi).

### RNA isolation and microarray analysis

Exact timed matings were performed by overnight cohabitation of an inbred *Pax6^loxP/loxP^;DctCre* male with *Pax6^loxP/loxP^* females. Pregnant females were harvested on day E15.5 and the RPE of the embryos was dissected as previously described [18]. RPEs were pooled into two separate tubes according to their pigmentation intensity, and tubes were stored at −80°C. Tail cuts of the embryos were collected for genotype verification. Each tube was considered as one biological repeat. RNA was extracted using the QIAshredder and the RNeasy kits (QIAGEN). RNA isolated from three control and three mutant samples was processed for microarray analysis using the Affymetrix GeneChip 1.0ST as described previously [81]. Differentially expressed genes with p-values lower than 0.05 and with a fold-change cutoff of 1.5 are listed in Table S1. The expression data were submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under series accession no. GSE56548.

### Reverse transcription and quantitative real-time and end-point PCR

Reverse transcription of 1 µg of RNA from each sample was performed using the SuperScript III First Strand kit (Invitrogen). cDNA was amplified using the Power SYBR Green Mix (Applied Biosystems) in a 384-well optical reaction plate using ABI Prism 7000 Sequence Detection System (Applied Biosystems). All primer pairs were first tested for specificity and amplicon size using end-point PCR. Formation of a dimer structure was refuted by analyzing the dissociation curve at the end of each amplification reaction. Results were calibrated in relation to an average of two house-keeping genes, *Ppia* and *Tbp*, after verifying that their levels were consistent in normal and mutant RPE. Raw data was processed using the comparative C_t_ method by the formula 2^−ΔΔCT^. Each amplification reaction was performed in triplicate using 20 ng of cDNA for each sample. Primers used to amplify and sequence the two *Pax6ΔPD* transcript variants are listed in Table S6.

### Luciferase reporter assay

Reporter assays were performed in HeLa cells using the Dual-Luciferase Reporter Assay System (Promega). Cells were seeded in a 24-well plate and 24 hours later were transfected using jetPEI DNA transfection reagent (Polyplus-transfection). Each well was co-transfected with three types of vectors in a total amount of 1210 ng of DNA: 1) 400 ng of a luciferase reporter vector (pGL3 basic) under the regulation of the examined promoter; 2) A total of 800 ng of expression vector (p3XFlag-CMV-10), either carrying no insert or containing an insert encoding the ORF of *Pax6*, *Pax6ΔPD* or *A-Mitf*, 400 ng of each; 3) 10 ng normalizing vector (pRL-TK). Cells were harvested 48 hours after transfection and luminescence was evaluated. Each treatment was carried out in duplicate, and each assay was repeated at least three times.

### Site-directed mutagenesis

End-point PCR of 17 cycles was performed using oligonucleotides containing the desired mutated sites (Table S6, mutated nucleotides are in lower case) and the wild-type promoter reporter plasmid (pGL3 basic) as template. The PCR products were treated with 12U *Dpn*I restriction enzyme (Fermentas) for 1 hour at 37°C, and 5 µl of the DNA was transformed into *E. coli XL-1Blue* strain, followed by colony-picking mini-prep and midi-prep plasmid purification (Qiagen). All plasmids were verified by sequencing.

### Immunoprecipitation and immunoblotting

Transfection into HeLa cells was performed as described in the reporter assay section. Cells were seeded in 90-mm dishes and transfected with total of 10 µg of DNA. Cells were washed with phosphate buffered saline (PBS), scraped in 1 ml lysis buffer (10 mM HEPES pH 8.0, 100 mM NaCl, 1 mM MgCl_2_, 0.5% NP-40) containing protease inhibitor (Roche, complete Mini EDTA-free) and incubated on ice for 30 minutes. Extracts were clarified by centrifugation at 10,000 g for 15 minutes at 4°C. To avoid nonspecific binding of proteins to the beads, extracts were subjected to pre-clearing using 15 µl of protein A agarose beads (Millipore, 16-157) for 2 hours at 4°C, followed by centrifugation at 10,000 g for 1 minute at 4°C. Input samples (50 µl of the supernatant) were kept at −20°C for input analysis and the cleared extracts were incubated with 5 µl of rabbit anti-MITF (kindly provided by David E. Fisher, MGH [82]) with rotation overnight at 4°C. The resulting immuno-complexes were incubated with 30 µl of protein A beads for 2 hours at 4°C. The beads were then washed four times with RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS) and the complexes were eluted in SDS sample buffer by boiling for 5 minutes. Samples were subjected to SDS–polyacrylamide gel electrophoresis. Separated proteins were transferred to nitrocellulose membrane and reacted with mouse anti-FLAG antibody (1∶10,000, Sigma F3165) followed by anti-mouse horseradish peroxidase-conjugated secondary antibody. The reaction was examined by enhanced chemiluminescence detection kit (Biological Industries).

Co-immunoprecipitation from ARPE19 cells was performed essentially as described above, except cells were scraped in RIPA buffer containing protease inhibitor (Roche, complete Mini EDTA-free). Antibodies used for IP were either rabbit anti-PAX6 (Millipore, AB2237) or rabbit anti-MIT (kindly provided by David E. Fisher, MGH). Mouse anti-PAX6 (Santa Cruz, sc-3276) and mouse anti-MITF (kindly provided by David E. Fisher, MGH [82]) antibodies were used for immunoblot.

ChIP was performed as previously described [83], [84]. Briefly, hES-RPE cells were grown as described [52]. Fixed chromatin was extracted from 2×10^7^ cells and immunoprecipitated using rabbit anti-PAX6 (Millipore, AB2237) or non-immune rabbit IgG (Rockland) as a negative control. The primers used for ChIP analysis are listed in Table S6.

### Electrophoretic mobility shift assay (EMSA)

HEK-293T cells were transfected with p3XFlag-CMV-10 encoding the ORF of full-length *Pax6*. Nuclear extracts were obtained as previously described [85]. Nuclear extract (1 ml) or 1∶10 diluted nuclear extract was incubated for 10 minutes on ice in 8.5 mM HEPES pH 7.9, 30 mM KCl, 1.5 mM MgCl_2_, 0.4 mM DTT, 2 mg polydI/dC (Sigma). Binding with 1 ml double-stranded 59-c-ATP-labeled probe (30,000 cpm) was performed at room temperature for 20 minutes and 200 ng of ‘‘cold’’ PAX6 consensus site (PAX6CON) was used for competition [86].

## Supporting Information

Figure S1 A PAX6ΔPD protein is expressed in the RPE of *Pax6^loxP/loxP^;DctCre* mutant mice. Paraffin sections of (A-D) control, *Pax6^loxP/loxP^*, and (E-H) mutant, *Pax6^loxP/loxP^;DctCre*, eyes stained for the N-terminus (red, amino acids 1-206) and C-terminus (green, last 18 amino acids) of PAX6. (A'-H' insets) Higher magnifications of indicated regions and nuclear staining with DAPI. (E-H') PAX6PD is not detected in the RPE of *Pax6^loxP/loxP^;DctCre* mutants at E12.5, E15.5 or E19.5 (red). Nevertheless, a PAX6ΔPD polypeptide is detected in the *Pax6^loxP/loxP^;DctCre* RPE (green). The spatiotemporal expression pattern of PAX6 isoforms is similar in wild-type and *Pax6^loxP/loxP^;DctCre* RPE: (A,E) at E12.5, PAX6 isoforms are expressed in the entire RPE; (B,F) at E15.5, PAX6 isoforms are highly expressed in the distal RPE; (D,H) and at E19.5 PAX6 isoforms are expressed only in the distal most cells of the RPE. (C',D',G',H' insets) The boundary region along the RPE, where the expression of PAX6 isoform is gradually reduced, is shown in higher magnifications. Scale bar is 50 µm.
(TIF)

Figure S2 ***Pax6*** **gene structure and transcripts expressed in the RPE of** ***Pax6^loxP/loxP^;DctCre*** **mutant and control mice.** (A) A scheme of *Pax6ΔPD* transcript expressed under the regulation of the P4 promoter. Striped rectangle indicates the location of the ISH probe used to identify the expression pattern of the *Pax6ΔPD* transcribed from promoter P4. (B) A scheme of the abnormal *Pax6ΔPD* transcript that is expressed in the RPE of *Pax6^loxP/loxP^;DctCre* mice. Coding exons are marked with large rectangles and non-coding exons are marked with small rectangles. The PD and HD coding exons are marked in light blue and blue, respectively. Locations of primers that were used to sequence the two *Pax6ΔPD* variants are marked with red arrows. Locations of possible start codons for the *Pax6ΔPD* transcript variants are indicated by ATG codons. (C) PCR products generated using primers designed to ampliy a *Pax6* intron 7 to exon 9 fragment, suggestive of the product shown in panel A. (D) PCR products generated using primers designed to ampliy the a *Pax6* exon 3 to exon 8 fragment, suggestive of the product shown in panel B. (E) A view of the distal OC of cryo-section subjected to *in situ* hybridization with a probe corresponding to *Pax6* intron 7. Scale bar is 50 µm. (F) Transcript levels of *Pax6* exons 7-8 in the RPE of control *Pax6^loxP/loxP^* and mutant *Pax6^loxP/loxP^;DctCre* mice at E15.5.
(TIF)

Figure S3 Expression of the RPE transcription factors *Otx2* and *Sox9* was similar in wild-type and *Pax6^loxP/loxP^;DctCre* mice. (A) Relative transcript levels of *Otx2* and *Sox9* in RPE fractions from wild-type and mutant mice determined using QRT-PCR (n = 5). (B-E) Distal OC view of paraffin sections labeled with antibodies against (B,D) OTX2 and (C,E) SOX9. Scale bar is 25 µm. Only few cells in the distal most region of the RPE of *Pax6^loxP/loxP^;DctCre* do not express OTX2 (B',D' insets). The expression of SOX9 in a proximal to distal gradient is maintained in the RPE of *Pax6^loxP/loxP^;DctCre* mutants. (C',E' insets) The boundary region along the RPE, where the expression of SOX9 gradually increases.
(TIF)

Figure S4 Schemes of the mouse *Mitf* gene locus, the deleted DNA segment in the *Mitf^ΔD/ΔD^* transgenic mice and the different MITF isoforms expressed in the RPE and choroid. (A) Scheme of *Mitf* gene structure presenting only the exons that constitute the four main isoforms expressed in the RPE (*A*-, *D*- and *H-Mitf*) and choroid (*M-Mitf*). The alternative transcription (TSS) and translation (ATG) start sites are indicated. White rectangles mark untranslated regions and colored rectangles mark coding sequences. A graphic scheme of all known *Mitf* isoforms and their unique alternative first exons is presented in Bharti et al. (2008) [18]. (B) The four MITF protein isoforms relevant to this study. Each isoform consist of different amino termini region. (C) An enlargement of the rectangular inset in (A). In the *Mitf^ΔD^* transgenic allele, a 5.8 kb DNA fragment that includes exon *D* (25bp) and covers a region of ∼200bp downstream and ∼5.6 kb upstream to the *D-Mitf* TSS was replaced by a neomycin cassette [37].
(TIF)

Figure S5 PAX6 trans-activates the promoters of *mMlana* in the presence of MITF. Activity of luciferase under the regulation of the *mMlana* promoter co-transfected into HeLa cells along with different combinations of expression vectors and/or their backbones lacking the ORF, as indicated (n = 3). The positions of binding sites for MITF (E-box, green rectangles) and potential binding sites for PAX6 (light blue rectangles) are indicated relative to the TSS.
(TIF)

Figure S6 The PAX6ΔPD variant is capable of association with MITF but probably does not take part in the MITF-mediated transcriptional activation of melanogenic genes. (A) co-IP of MITF and PAX6 or PAX6ΔPD. HeLa cells were transfected with vectors expressing 3xFlagPax6, 3xFlagMitf, 3xFlagPax6ΔPD or their combinations, as indicated. Cell lysates were prepared (input) and immunoprecipitated with anti-MITF antibodies. Samples were subjected to SDS-PAGE and analyzed by immunoblotting with anti-FLAG antibody (input: lanes 1-5; IP: lanes 6-10). Both full-length PAX6 and PAX6ΔPD were found to be in association with MITF (lanes 9-10). (B) Activity of luciferase under the regulation of wild-type m*Tyrp1* promoter co-transfected into HeLa cells along with different combinations and amounts of expression vectors and/or their backbones lacking the ORF, as indicated. PAX6ΔPD had no effect on PAX6-MITF mediated transactivation of the *mTyrp1* promoter.
(TIF)

Figure S7 The slight reduction in *Tfec* transcript level in the RPE of *Pax6^loxP/loxP^;DctCre* mice may contribute to the reduction in pigmentation. (A) Activity of luciferase under the regulation of wild-type m*Tyrp1* promoter (promoter scheme shown in Figure 5A) co-transfected into HeLa cells along with different combinations of expression vectors and/or their backbones lacking the ORF, as indicated. (B) Relative transcript levels of *Tfec* in wild-type and *Pax6^loxP/loxP^;DctCre* RPE fractions using QRT-PCR (n = 6).
(TIF)

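The authors' deposited table lists the genes past a fold of 1.5 and an unadjusted p under 0.05, with the mean log2 signal of each group, a signed fold change and a p-value. For *Slc38a8* the authors' deposited table gives a mean of 9.61 for control and 5.53 for knockout and a fold change of -16.90, and for *Ttr* a mean of 8.96 and 11.06 and a fold change of 4.30. From the per-array values *Slc38a8* was 17.05-fold higher in the arrays labelled mutant. Of 99 entries matched to a probe set, 98 passed the same threshold by limma, 0 in the direction of the authors' deposited table and 98 in the opposite direction. Across these 99 probe sets the differences between groups correlated at -1.000 with those of the authors' deposited table (across genes, which are not independent replicates). After exchange of the group names the largest difference between a mean of the arrays and a mean of the table was 0.033 on the log2 scale. Of the 100 probe sets past the threshold here, 90 are in the authors' table, and of the 85 at an adjusted p under 0.05, 60 are.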

Table S1 Genes differentially expressed in the *Pax6*-deficient RPE relative to wild-type RPE according to the microarray results.
(DOCX)

Tables S2 Putative MITF and PAX6 binding sites in *mD-Mitf* promoter (from +6 to −1153 relative to the TSS).
(DOCX)

Tables S3 Putative MITF and PAX6 binding sites in *mTyrp1* promoter (from +5 to −252 relative to the TSS).
(DOCX)

Tables S4 Putative MITF and PAX6 binding sites in *hTyr* promoter (from +80 to −115 relative to the TSS).
(DOCX)

Tables S5 Putative MITF and PAX6 binding sites in promoter of *mMlana* (from +6 to −1153 relative to the TSS).
(DOCX)

Table S6 Primers used in this study.
(DOCX)

Text S1 Supporting references.
(DOCX)

## References

[1] StraussO (2005) The retinal pigment epithelium in visual function. Physiol Rev 85: 845–881.1598779710.1152/physrev.00021.2004

[2] del MarmolV, BeermannF (1996) Tyrosinase and related proteins in mammalian pigmentation. FEBS Lett 381: 165–168.860144710.1016/0014-5793(96)00109-3

[3] HearingVJ (1999) Biochemical control of melanogenesis and melanosomal organization. The journal of investigative dermatology Symposium proceedings 4: 24–28.10.1038/sj.jidsp.564017610537003

[4] BurkeJM (2008) Epithelial phenotype and the RPE: is the answer blowing in the Wnt? Prog Retin Eye Res 27: 579–595.1877579010.1016/j.preteyeres.2008.08.002PMC2584165

[5] DavisN, YoffeC, RavivS, AntesR, BergerJ, et al (2009) Pax6 Dosage Requirements in Iris and Ciliary Body Differentiation. Dev Biol 333: 132–42 doi: 10.1016/j.ydbio.2009.06.023 1956379810.1016/j.ydbio.2009.06.023

[6] FuhrmannS (2008) Wnt signaling in eye organogenesis. Organogenesis 4: 60–67.1912278110.4161/org.4.2.5850PMC2613311

[7] FuhrmannS, LevineEM, RehTA (2000) Extraocular mesenchyme patterns the optic vesicle during early eye development in the embryonic chick. Development 127: 4599–4609.1102386310.1242/dev.127.21.4599

[8] HyerJ, MimaT, MikawaT (1998) FGF1 patterns the optic vesicle by directing the placement of the neural retina domain. Development 125: 869–877.944966910.1242/dev.125.5.869

[9] MochiiM, MazakiY, MizunoN, HayashiH, EguchiG (1998) Role of Mitf in differentiation and transdifferentiation of chicken pigmented epithelial cell. Dev Biol 193: 47–62.946688710.1006/dbio.1997.8800

[10] NguyenM, ArnheiterH (2000) Signaling and transcriptional regulation in early mammalian eye development: a link between FGF and MITF. Development 127: 3581–3591.1090318210.1242/dev.127.16.3581

[11] PittackC, GrunwaldGB, RehTA (1997) Fibroblast growth factors are necessary for neural retina but not pigmented epithelium differentiation in chick embryos. Development 124: 805–816.904306210.1242/dev.124.4.805

[12] WestenskowP, PiccoloS, FuhrmannS (2009) {beta}-catenin controls differentiation of the retinal pigment epithelium in the mouse optic cup by regulating Mitf and Otx2 expression. Development 136: 2505–2510.1955328610.1242/dev.032136PMC2709060

[13] ZhaoS, OverbeekPA (2001) Regulation of choroid development by the retinal pigment epithelium. Mol Vis 7: 277–282.11740467

[14] BhartiK, NguyenMT, SkuntzS, BertuzziS, ArnheiterH (2006) The other pigment cell: specification and development of the pigmented epithelium of the vertebrate eye. Pigment Cell Res 19: 380–394.1696526710.1111/j.1600-0749.2006.00318.xPMC1564434

[15] AksanI, GodingCR (1998) Targeting the microphthalmia basic helix-loop-helix-leucine zipper transcription factor to a subset of E-box elements in vitro and in vivo. Mol Cell Biol 18: 6930–6938.981938110.1128/mcb.18.12.6930PMC109276

[16] LowingsP, YavuzerU, GodingCR (1992) Positive and negative elements regulate a melanocyte-specific promoter. Mol Cell Biol 12: 3653–3662.132134410.1128/mcb.12.8.3653-3662.1992PMC364632

[17] HemesathTJ, SteingrimssonE, McGillG, HansenMJ, VaughtJ, et al (1994) microphthalmia, a critical factor in melanocyte development, defines a discrete transcription factor family. Genes Dev 8: 2770–2780.795893210.1101/gad.8.22.2770

[18] BhartiK, LiuW, CsermelyT, BertuzziS, ArnheiterH (2008) Alternative promoter use in eye development: the complex role and regulation of the transcription factor MITF. Development 135: 1169–1178.1827259210.1242/dev.014142PMC2276638

[19] LiXH, KishoreAH, DaoD, ZhengW, RomanCA, et al (2010) A novel isoform of microphthalmia-associated transcription factor inhibits IL-8 gene expression in human cervical stromal cells. Mol Endocrinol 24: 1512–1528.2057368810.1210/me.2009-0320PMC2940468

[20] HodgkinsonCA, MooreKJ, NakayamaA, SteingrimssonE, CopelandNG, et al (1993) Mutations at the mouse microphthalmia locus are associated with defects in a gene encoding a novel basic-helix-loop-helix-zipper protein. Cell 74: 395–404.834396310.1016/0092-8674(93)90429-t

[21] LevyC, KhaledM, FisherDE (2006) MITF: master regulator of melanocyte development and melanoma oncogene. Trends Mol Med 12: 406–414.1689940710.1016/j.molmed.2006.07.008

[22] TakedaK, YasumotoK, KawaguchiN, UdonoT, WatanabeK, et al (2002) Mitf-D, a newly identified isoform, expressed in the retinal pigment epithelium and monocyte-lineage cells affected by Mitf mutations. Biochim Biophys Acta 1574: 15–23.1195561010.1016/s0167-4781(01)00339-6

[23] FuseN, YasumotoK, TakedaK, AmaeS, YoshizawaM, et al (1999) Molecular cloning of cDNA encoding a novel microphthalmia-associated transcription factor isoform with a distinct amino-terminus. J Biochem 126: 1043–1051.1057805510.1093/oxfordjournals.jbchem.a022548

[24] TakemotoCM, YoonYJ, FisherDE (2002) The identification and functional characterization of a novel mast cell isoform of the microphthalmia-associated transcription factor. J Biol Chem 277: 30244–30252.1203995410.1074/jbc.M201441200

[25] UdonoT, YasumotoK, TakedaK, AmaeS, WatanabeK, et al (2000) Structural organization of the human microphthalmia-associated transcription factor gene containing four alternative promoters. Biochim Biophys Acta 1491: 205–219.1076058210.1016/s0167-4781(00)00051-8

[26] YajimaI, SatoS, KimuraT, YasumotoK, ShibaharaS, et al (1999) An L1 element intronic insertion in the black-eyed white (Mitf[mi-bw]) gene: the loss of a single Mitf isoform responsible for the pigmentary defect and inner ear deafness. Hum Mol Genet 8: 1431–1441.1040099010.1093/hmg/8.8.1431

[27] BondurandN, PingaultV, GoerichDE, LemortN, SockE, et al (2000) Interaction among SOX10, PAX3 and MITF, three genes altered in Waardenburg syndrome. Hum Mol Genet 9: 1907–1917.1094241810.1093/hmg/9.13.1907

[28] PotterfSB, FurumuraM, DunnKJ, ArnheiterH, PavanWJ (2000) Transcription factor hierarchy in Waardenburg syndrome: regulation of MITF expression by SOX10 and PAX3. Hum Genet 107: 1–6.1098202610.1007/s004390000328

[29] PriceER, HorstmannMA, WellsAG, WeilbaecherKN, TakemotoCM, et al (1998) alpha-Melanocyte-stimulating hormone signaling regulates expression of microphthalmia, a gene deficient in Waardenburg syndrome. J Biol Chem 273: 33042–33047.983005810.1074/jbc.273.49.33042

[30] TakedaK, YasumotoK, TakadaR, TakadaS, WatanabeK, et al (2000) Induction of melanocyte-specific microphthalmia-associated transcription factor by Wnt-3a. J Biol Chem 275: 14013–14016.1074785310.1074/jbc.c000113200

[31] WatanabeA, TakedaK, PloplisB, TachibanaM (1998) Epistatic relationship between Waardenburg syndrome genes MITF and PAX3. Nat Genet 18: 283–286.950055410.1038/ng0398-283

[32] BaumerN, MarquardtT, StoykovaA, SpielerD, TreichelD, et al (2003) Retinal pigmented epithelium determination requires the redundant activities of Pax2 and Pax6. Development 130: 2903–2915.1275617410.1242/dev.00450

[33] ShahamO, MenuchinY, FarhyC, Ashery-PadanR (2012) Pax6: a multi-level regulator of ocular development. Prog Retin Eye Res 31: 351–376.2256154610.1016/j.preteyeres.2012.04.002

[34] KozmikZ (2005) Pax genes in eye development and evolution. Curr Opin Genet Dev 15: 430–438.1595045710.1016/j.gde.2005.05.001

[35] ChowRL, AltmannCR, LangRA, Hemmati-BrivanlouA (1999) Pax6 induces ectopic eyes in a vertebrate. Development 126: 4213–4222.1047729010.1242/dev.126.19.4213

[36] DavidsonEH, ErwinDH (2006) Gene regulatory networks and the evolution of animal body plans. Science 311: 796–800.1646991310.1126/science.1113832

[37] BhartiK, GasperM, OuJ, BrucatoM, Clore-GronenbornK, et al (2012) A Regulatory Loop Involving PAX6, MITF, and WNT Signaling Controls Retinal Pigment Epithelium Development. PLoS Genet 8: e1002757.2279207210.1371/journal.pgen.1002757PMC3390378

[38] DragerUC (1985) Birth dates of retinal ganglion cells giving rise to the crossed and uncrossed optic projections in the mouse. Proc R Soc Lond B Biol Sci 224: 57–77.258126310.1098/rspb.1985.0021

[39] StronginAC, GuilleryRW (1981) The distribution of melanin in the developing optic cup and stalk and its relation to cellular degeneration. J Neurosci 1: 1193–1204.731048510.1523/JNEUROSCI.01-11-01193.1981PMC6564218

[40] Ashery-PadanR, MarquardtT, ZhouX, GrussP (2000) Pax6 activity in the lens primordium is required for lens formation and for correct placement of a single retina in the eye. Genes Dev 14: 2701–2711.1106988710.1101/gad.184000PMC317031

[41] ZhaoS, OverbeekPA (1999) Tyrosinase-related protein 2 promoter targets transgene expression to ocular and neural crest-derived tissues. Dev Biol 216: 154–163.1058886910.1006/dbio.1999.9480

[42] ChenJ, BardesEE, AronowBJ, JeggaAG (2009) ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res 37: W305–311.1946537610.1093/nar/gkp427PMC2703978

[43] GibbsD, AzarianSM, LilloC, KitamotoJ, KlompAE, et al (2004) Role of myosin VIIa and Rab27a in the motility and localization of RPE melanosomes. J Cell Sci 117: 6473–6483.1557240510.1242/jcs.01580PMC2942070

[44] CheliY, OhannaM, BallottiR, BertolottoC (2010) Fifteen-year quest for microphthalmia-associated transcription factor target genes. Pigment Cell Melanoma Res 23: 27–40.1999537510.1111/j.1755-148X.2009.00653.x

[45] SteingrimssonE (2010) Interpretation of complex phenotypes: lessons from the Mitf gene. Pigment Cell Melanoma Res 23: 736–740.2182325110.1111/j.1755-148x.2010.00769.x

[46] YasumotoK, YokoyamaK, TakahashiK, TomitaY, ShibaharaS (1997) Functional analysis of microphthalmia-associated transcription factor in pigment cell-specific transcription of the human tyrosinase family genes. J Biol Chem 272: 503–509.899529010.1074/jbc.272.1.503

[47] DuJ, MillerAJ, WidlundHR, HorstmannMA, RamaswamyS, et al (2003) MLANA/MART1 and SILV/PMEL17/GP100 are transcriptionally regulated by MITF in melanocytes and melanoma. Am J Pathol 163: 333–343.1281903810.1016/S0002-9440(10)63657-7PMC1868174

[48] LoftusSK, AntonellisA, MateraI, RenaudG, BaxterLL, et al (2009) Gpnmb is a melanoblast-expressed, MITF-dependent gene. Pigment Cell Melanoma Res 22: 99–110.1898353910.1111/j.1755-148X.2008.00518.xPMC2714741

[49] ChiaveriniC, BeuretL, FloriE, BuscaR, AbbeP, et al (2008) Microphthalmia-associated transcription factor regulates RAB27A gene expression and controls melanosome transport. J Biol Chem 283: 12635–12642.1828128410.1074/jbc.M800130200

[50] VetriniF, AuricchioA, DuJ, AngelettiB, FisherDE, et al (2004) The microphthalmia transcription factor (Mitf) controls expression of the ocular albinism type 1 gene: link between melanin synthesis and melanosome biogenesis. Mol Cell Biol 24: 6550–6559.1525422310.1128/MCB.24.15.6550-6559.2004PMC444869

[51] GalibertMD, YavuzerU, DexterTJ, GodingCR (1999) Pax3 and regulation of the melanocyte-specific tyrosinase-related protein-1 promoter. J Biol Chem 274: 26894–26900.1048089810.1074/jbc.274.38.26894

[52] IdelsonM, AlperR, ObolenskyA, Ben-ShushanE, HemoI, et al (2009) Directed differentiation of human embryonic stem cells into functional retinal pigment epithelium cells. Cell Stem Cell 5: 396–408.1979662010.1016/j.stem.2009.07.002

[53] VuglerA, CarrAJ, LawrenceJ, ChenLL, BurrellK, et al (2008) Elucidating the phenomenon of HESC-derived RPE: anatomy of cell genesis, expansion and retinal transplantation. Exp Neurol 214: 347–361.1892682110.1016/j.expneurol.2008.09.007

[54] PlanqueN, LeconteL, CoquelleFM, MartinP, SauleS (2001) Specific Pax-6/microphthalmia transcription factor interactions involve their DNA-binding domains and inhibit transcriptional properties of both proteins. J Biol Chem 276: 29330–29337.1135096210.1074/jbc.M101812200

[55] PerronM, BoyS, AmatoMA, ViczianA, KoebernickK, et al (2003) A novel function for Hedgehog signalling in retinal pigment epithelium differentiation. Development 130: 1565–1577.1262098210.1242/dev.00391

[56] HolmeRH, ThomsonSJ, DavidsonDR (2000) Ectopic expression of Msx2 in chick retinal pigmented epithelium cultures suggests a role in patterning the optic vesicle. Mech Dev 91: 175–187.1070484210.1016/s0925-4773(99)00296-8

[57] FujimuraN, TaketoMM, MoriM, KorinekV, KozmikZ (2009) Spatial and temporal regulation of Wnt/beta-catenin signaling is essential for development of the retinal pigment epithelium. Dev Biol 334: 31–45.1959631710.1016/j.ydbio.2009.07.002

[58] HallssonJH, HaflidadottirBS, SchepskyA, ArnheiterH, SteingrimssonE (2007) Evolutionary sequence comparison of the Mitf gene reveals novel conserved domains. Pigment Cell Res 20: 185–200.1751692610.1111/j.1600-0749.2007.00373.x

[59] BovolentaP, MallamaciA, BriataP, CorteG, BoncinelliE (1997) Implication of OTX2 in pigment epithelium determination and neural retina differentiation. J Neurosci 17: 4243–4252.915174110.1523/JNEUROSCI.17-11-04243.1997PMC6573571

[60] Martinez-MoralesJR, SignoreM, AcamporaD, SimeoneA, BovolentaP (2001) Otx genes are required for tissue specification in the developing eye. Development 128: 2019–2030.1149352410.1242/dev.128.11.2019

[61] Martinez-MoralesJR, DolezV, RodrigoI, ZaccariniR, LeconteL, et al (2003) OTX2 activates the molecular network underlying retina pigment epithelium differentiation. J Biol Chem 278: 21721–21731.1266365510.1074/jbc.M301708200

[62] TakedaK, YokoyamaS, YasumotoK, SaitoH, UdonoT, et al (2003) OTX2 regulates expression of DOPAchrome tautomerase in human retinal pigment epithelium. Biochem Biophys Res Commun 300: 908–914.1255995910.1016/s0006-291x(02)02934-0

[63] ReinisaloM, PutulaJ, MannermaaE, UrttiA, HonkakoskiP (2012) Regulation of the human tyrosinase gene in retinal pigment epithelium cells: the significance of transcription factor orthodenticle homeobox 2 and its polymorphic binding site. Mol Vis 18: 38–54.22259223PMC3258524

[64] HallssonJH, HaflidadottirBS, StiversC, OdenwaldW, ArnheiterH, et al (2004) The basic helix-loop-helix leucine zipper transcription factor Mitf is conserved in Drosophila and functions in eye development. Genetics 167: 233–241.1516615010.1534/genetics.167.1.233PMC1470875

[65] MarquardtT, Ashery-PadanR, AndrejewskiN, ScardigliR, GuillemotF, et al (2001) Pax6 is required for the multipotent state of retinal progenitor cells. Cell 105: 43–55.1130100110.1016/s0092-8674(01)00295-1

[66] Oron-KarniV, FarhyC, ElgartM, MarquardtT, RemizovaL, et al (2008) Dual requirement for Pax6 in retinal progenitor cells. Development 135: 4037–4047.1900485310.1242/dev.028308PMC4231183

[67] ShahamO, SmithAN, RobinsonML, TaketoMM, LangRA, et al (2009) Pax6 is essential for lens fiber cell differentiation. Development 136: 2567–2578.1957084810.1242/dev.032888PMC2709063

[68] SmithAN, MillerLA, RadiceG, Ashery-PadanR, LangRA (2009) Stage-dependent modes of Pax6-Sox2 epistasis regulate lens development and eye morphogenesis. Development 136: 2977–2985.1966682410.1242/dev.037341PMC2723069

[69] HuangJ, RajagopalR, LiuY, DattiloLK, ShahamO, et al (2011) The mechanism of lens placode formation: a case of matrix-mediated morphogenesis. Dev Biol 355: 32–42.2154002310.1016/j.ydbio.2011.04.008PMC3104088

[70] GrindleyJC, DavidsonDR, HillRE (1995) The role of Pax-6 in eye and nasal development. Development 121: 1433–1442.778927310.1242/dev.121.5.1433

[71] KimJ, LauderdaleJD (2006) Analysis of Pax6 expression using a BAC transgene reveals the presence of a paired-less isoform of Pax6 in the eye and olfactory bulb. Dev Biol 292: 486–505.1646444410.1016/j.ydbio.2005.12.041

[72] KimJ, LauderdaleJD (2008) Overexpression of pairedless Pax6 in the retina disrupts corneal development and affects lens cell survival. Dev Biol 313: 434–454.1806295110.1016/j.ydbio.2007.10.043

[73] FeudaR, HamiltonSC, McInerneyJO, PisaniD (2012) Metazoan opsin evolution reveals a simple route to animal vision. Proc Natl Acad Sci U S A 109: 18868–18872.2311215210.1073/pnas.1204609109PMC3503164

[74] GehringWJ, IkeoK (1999) Pax 6: mastering eye morphogenesis and eye evolution. Trends Genet 15: 371–377.1046120610.1016/s0168-9525(99)01776-x

[75] SugaH, TschoppP, GraziussiDF, StierwaldM, SchmidV, et al (2010) Flexibly deployed Pax genes in eye development at the early evolution of animals demonstrated by studies on a hydrozoan jellyfish. Proc Natl Acad Sci U S A 107: 14263–14268.2066075310.1073/pnas.1008389107PMC2922549

[76] DoughtieDG, RaoKR (1984) Ultrastructure of the eyes of the grass shrimp, Palaemonetes pugio. General morphology, and light and dark adaption at noon. Cell Tissue Res 238: 271–288.

[77] DavidsonEH (2011) Evolutionary bioscience as regulatory systems biology. Dev Biol 357: 35–40.2132048310.1016/j.ydbio.2011.02.004PMC3135751

[78] YaronO, FarhyC, MarquardtT, AppleburyM, Ashery-PadanR (2006) Notch1 functions to suppress cone-photoreceptor fate specification in the developing mouse retina. Development 133: 1367–1378.1651050110.1242/dev.02311

[79] BaxterLL, PavanWJ (2003) Pmel17 expression is Mitf-dependent and reveals cranial melanoblast migration during murine development. Gene Expr Patterns 3: 703–707.1464367710.1016/j.modgep.2003.07.002

[80] BabaT, BhuttoIA, MergesC, GrebeR, EmmertD, et al (2010) A rat model for choroidal neovascularization using subretinal lipid hydroperoxide injection. Am J Pathol 176: 3085–3097.2039543410.2353/ajpath.2010.090989PMC2877867

[81] ShahamO, GuetaK, MorE, Oren-GiladiP, GrinbergD, et al (2013) Pax6 Regulates Gene Expression in the Vertebrate Lens through miR-204. PLoS Genet 9: e1003357.2351637610.1371/journal.pgen.1003357PMC3597499

[82] LevyC, KhaledM, RobinsonKC, VeguillaRA, ChenPH, et al (2010) Lineage-specific transcriptional regulation of DICER by MITF in melanocytes. Cell 141: 994–1005.2055093510.1016/j.cell.2010.05.004PMC2897150

[83] SailajaBS, TakizawaT, MeshorerE (2012) Chromatin immunoprecipitation in mouse hippocampal cells and tissues. Methods Mol Biol 809: 353–364.2211328810.1007/978-1-61779-376-9_24

[84] SailajaBS, Cohen-CarmonD, ZimmermanG, SoreqH, MeshorerE (2012) Stress-induced epigenetic transcriptional memory of acetylcholinesterase by HDAC4. Proc Natl Acad Sci U S A 109: E3687–3695.2323616910.1073/pnas.1209990110PMC3535662

[85] Hay-KorenA, CaspiM, ZilberbergA, Rosin-ArbesfeldR (2011) The EDD E3 ubiquitin ligase ubiquitinates and up-regulates beta-catenin. Mol Biol Cell 22: 399–411.2111899110.1091/mbc.E10-05-0440PMC3031469

[86] WolfLV, YangY, WangJ, XieQ, BraungerB, et al (2009) Identification of pax6-dependent gene regulatory networks in the mouse lens. PLoS One 4: e4159.1913209310.1371/journal.pone.0004159PMC2612750

[87] HoashiT, SatoS, YamaguchiY, PasseronT, TamakiK, et al (2010) Glycoprotein nonmetastatic melanoma protein b, a melanocytic cell marker, is a melanosome-specific and proteolytically released protein. FASEB J 24: 1616–29.2005671110.1096/fj.09-151019PMC2879953

[88] CorteseK, GiordanoF, SuraceEM, VenturiC, BallabioA, et al (2005) The ocular albinism type 1 (OA1) gene controls melanosome maturation and size. Invest Ophthalmol Vis Sci 46: 4358–4364.1630392010.1167/iovs.05-0834

[89] IncertiB, CorteseK, PizzigoniA, SuraceEM, VaraniS, et al (2000) Oa1 knock-out: new insights on the pathogenesis of ocular albinism type 1. Hum Mol Genet 9: 2781–2788.1109275410.1093/hmg/9.19.2781

[90] CostinGE, ValenciaJC, VieiraWD, LamoreuxML, HearingVJ (2003) Tyrosinase processing and intracellular trafficking is disrupted in mouse primary melanocytes carrying the underwhite (uw) mutation. A model for oculocutaneous albinism (OCA) type 4. J Cell Sci 116: 3203–3212.1282973910.1242/jcs.00598

[91] DuJ, FisherDE (2002) Identification of Aim-1 as the underwhite mouse mutant and its transcriptional regulation by MITF. J Biol Chem 277: 402–406.1170032810.1074/jbc.M110229200

[92] WuXS, RaoK, ZhangH, WangF, SellersJR, et al (2002) Identification of an organelle receptor for myosin-Va. Nat Cell Biol 4: 271–278.1188718610.1038/ncb760

[93] VogelP, ReadRW, VanceRB, PlattKA, TroughtonK, et al (2008) Ocular albinism and hypopigmentation defects in Slc24a5-/- mice. Vet Pathol 45: 264–279.1842484510.1354/vp.45-2-264

[94] DooleyTP, CurtoEV, DavisRL, GrammaticoP, RobinsonES, et al (2003) DNA microarrays and likelihood ratio bioinformatic methods: discovery of human melanocyte biomarkers. Pigment Cell Res 16: 245–253.1275339710.1034/j.1600-0749.2003.00036.x

[95] BaxterLL, PavanWJ (2002) The oculocutaneous albinism type IV gene Matp is a new marker of pigment cell precursors during mouse embryonic development. Mech Dev 116: 209–212.1212822610.1016/s0925-4773(02)00130-2

# Supplementary material for: PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF
**Source:** PLoS Genet. 2014 May 29;10(5):e1004360. doi: 10.1371/journal.pgen.1004360
**Supplement:** Tables S2 — Putative MITF and PAX6 binding sites in mD-Mitf promoter (from +6 to −1153 relative to the TSS).

| **Binding site** | **Sequence** | **Coordinates relative to the TSS** | **Reference** |
| --- | --- | --- | --- |
| PAX6 PD | GGTTGAAGCATGAAGCCTT | -212 to -194 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |
| MITF (consensus E-box) | CATGTG | -315 to -310 | [[2](#_ENREF_46)] |
| MITF (E-box) | CATATG | -345 to -340 | [[3](#_ENREF_49),[4](#_ENREF_97)] |
| MITF (E-box) | CAGCTG | -382 to -377 | [[3](#_ENREF_49)] |
| MITF (consensus E-box) | CATGTG | -762 to -757 | [[2](#_ENREF_46)] |
| MITF (E-box) | CATCTG | -980 to -975 | [[5](#_ENREF_98)] |
| PAX6 PD | CATGAGGCATCTGGGAAGA | -987 to -969 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |
| PAX6 PD | GGTCAGGGAGGTGTCAGCA | -1105 to -1087 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |

# Supplementary material for: PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF
**Source:** PLoS Genet. 2014 May 29;10(5):e1004360. doi: 10.1371/journal.pgen.1004360
**Supplement:** Tables S3 — Putative MITF and PAX6 binding sites in mTyrp1 promoter (from +5 to −252 relative to the TSS).

| **Binding site** | **Sequence** | **Coordinates relative to the TSS** | **Reference** |
| --- | --- | --- | --- |
| PAX6 | GAGAAGGGATTAGTGAGAG | -19 to -1 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |
| MITF (M-box) | AGTCATGTGCT | -66 to -56 | [[2](#_ENREF_46)] |

# Supplementary material for: PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF
**Source:** PLoS Genet. 2014 May 29;10(5):e1004360. doi: 10.1371/journal.pgen.1004360
**Supplement:** Tables S4 — Putative MITF and PAX6 binding sites in hTyr promoter (from +80 to −115 relative to the TSS).

| **Binding site** | **Sequence** | **Coordinates relative to the TSS** | **Reference** |
| --- | --- | --- | --- |
| MITF (consensus E-box) | CATGTG | -9 to -4 | [[2](#_ENREF_46)] |
| PAX6 PD | ATTATATAGGTCTCAG | -31 to -16 | [6] |
| PAX6 PD | TGATGCTGGAG | -53 to -43 | [[6](#_ENREF_99)] |
| PAX6 PD | TAAAGACTAAAA | -70 to -59 | [[6](#_ENREF_99)] |
| MITF (M-box) | AGTCATGTGCT | -104 to -94 | [[2](#_ENREF_46)] |

# Supplementary material for: PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF
**Source:** PLoS Genet. 2014 May 29;10(5):e1004360. doi: 10.1371/journal.pgen.1004360
**Supplement:** Tables S5 — Putative MITF and PAX6 binding sites in promoter of mMlana (from +6 to −1153 relative to the TSS).

| **Binding site** | **Sequence** | **Coordinates relative to the TSS** | **Reference** |
| --- | --- | --- | --- |
| MITF (consensus E-box) | CACATG | -345 to -340 | [[2](#_ENREF_46)] |
| MITF (consensus E-box) | CATGTG | -437 to -432 | [[2](#_ENREF_46)] |
| MITF (E-box) | CAACTG | -567 to -562 |  |
| PAX6 PD | CCTGTCCTGGAATGTGGTC | -696 to -678 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |
| PAX6 PD | CCTTCACTCCTGAAGTACA | -748 to -730 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |
| PAX6 PD | CCTCCTCACTTTCCTCCTC | -790 to -772 | Genomatix MatInspector algorithm [[1](#_ENREF_96)] |

# Supplementary material for: PAX6 Regulates Melanogenesis in the Retinal Pigmented Epithelium through Feed-Forward Regulatory Interactions with MITF
**Source:** PLoS Genet. 2014 May 29;10(5):e1004360. doi: 10.1371/journal.pgen.1004360
**Supplement:** Text S1 — Supporting references.

**Supporting references**

1. Cartharius K, Frech K, Grote K, Klocke B, Haltmeier M, et al. (2005) MatInspector and beyond: promoter analysis based on transcription factor binding sites. Bioinformatics 21: 2933-2942.

2. Yasumoto K, Yokoyama K, Takahashi K, Tomita Y, Shibahara S (1997) Functional analysis of microphthalmia-associated transcription factor in pigment cell-specific transcription of the human tyrosinase family genes. J Biol Chem 272: 503-509.

3. Chiaverini C, Beuret L, Flori E, Busca R, Abbe P, et al. (2008) Microphthalmia-associated transcription factor regulates RAB27A gene expression and controls melanosome transport. J Biol Chem 283: 12635-12642.

4. Ge Y, Jippo T, Lee YM, Adachi S, Kitamura Y (2001) Independent influence of strain difference and mi transcription factor on the expression of mouse mast cell chymases. Am J Pathol 158: 281-292.

5. Morii E, Tsujimura T, Jippo T, Hashimoto K, Takebayashi K, et al. (1996) Regulation of mouse mast cell protease 6 gene expression by transcription factor encoded by the mi locus. Blood 88: 2488-2494.

6. Xie Q, Cvekl A (2011) The orchestration of mammalian tissue morphogenesis through a series of coherent feed-forward loops. J Biol Chem 286: 43259-43271.

How the deposited data were processed for this re-analysis (not part of the article)

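Gene expression was measured in RPE dissected from E15.5 embryos, in 3 arrays labelled control (*Pax6 loxP/loxP*) and 3 arrays labelled mutant (*Pax6 loxP/loxP;DctCre*), each from 300 ng of total RNA hybridised to an Affymetrix GeneChip Mouse Gene 1.0 ST array. According to the methods, the controls were littermates. RPE was pooled into separate tubes by pigmentation intensity, tail cuts were taken to verify genotypes, and each tube was 1 biological repeat. Conditions and replicate numbers were taken from the sample labels, and the numbers of samples from the methods.

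Both deposited tables were used. The first holds the log2 signal of each of 35556 probe sets on each array, summarized and normalized across arrays by the authors, and it is the source of all values computed here. The second is the authors' deposited table of 100 entries past their threshold, with the mean log2 signal of each group, an unadjusted p-value, a linear ratio of knockout over control, and a fold change written as a signed score (the ratio, or minus its inverse where it is under 1). The authors' p-values, ratio and fold scores were used only to compare the tables, not in any test. The submitters' processing notes name Partek. Its version, the background correction and the summarization of probes into probe sets are not given in the sources used here. The columns of probe set numbers and of genes in the second table are in another order, since only 4 of 99 matched entries carry the number of their own probe set, so entries were matched by symbol and RefSeq number.

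The group means of the authors' deposited table match the arrays only with the group names exchanged. The paper's QRT-PCR, *in situ* hybridization, antibody labelling and pigmentation run with the authors' deposited table. They argue against the names of the per-array values, which were not traced to the original samples here. The sample labels were kept, all signed values are the arrays labelled mutant minus the arrays labelled control, and the text writes of arrays labelled control or mutant throughout.

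A table of the platform's annotation paired 23410 probe sets with at least 1 gene symbol, 21789 with exactly 1 and 1621 with several, and 12146 are unnamed here. Of the probe sets with 1 symbol, 21698 were matched by gene identifier to a table of current mouse genes and 0 needed another symbol. No gene was named from a probe set with several symbols. For 19938 genes the probe set with the highest mean over the 6 arrays stood for the gene. Array medians lay between 4.86 and 4.93, and the median SD of a probe set was 0.089 among the arrays labelled control and 0.072 among those labelled mutant. There are 3 arrays per group, which limits the precision.

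The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the deposited log2 values of all 6 arrays, without covariates, over the 23410 named probe sets. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05, and all adjusted p-values of genes in the text are limma's unless another test is named. Counts are also given at the paper's threshold of an unadjusted p under 0.05 and a fold of at least 1.5. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, each adjusted over 31 lists. Fisher's exact test, two-sided, compared the melanosome list with all other genes that have a probe set of their own, in place of the GO enrichment of the paper, whose gene sets were not used here. Its form on the higher genes was added after the values were seen. The statistics section of the paper names a two-tailed t-test for all data; it was run on the same values and is called the methods' t-test.

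Named genes are every gene that the paper names for the arrays or measured by QRT-PCR in these mice. They are also the 12 lowest and 12 highest log2 differences among genes at an adjusted p under 0.05 whose groups do not overlap. They are, lastly, in each list described, up to 4 members at an adjusted p under 0.05 by smallest p, or the 2 with the smallest p where none passes. This gave 88 genes. This rule, the members of all lists, the tests and the alternatives were fixed before the data were examined, apart from the additions named as such, but the values in Tables 1 and S1 had been seen. Some genes come outside this rule and were chosen after their values were seen: those that pass only when adjusted over a list alone (*Trpm1*, *Rab38*, *Rabggta*, *Gsta3*, *Ephx1*, *Slc7a5*, *Slc7a1* and *Cldn10*), the members of the epithelial list of Table S1, *Slc13a4*, and the lens genes *Cryaa*, *Crybb1* and *Cryga*. The lists are of the melanosome, Table 1, the melanosome outside Table 1, MITF targets, visual cycle and RPE function, RPE transcription factors, retinal progenitors, neurons, photoreceptor precursors, ciliary margin, smooth muscle, corneal and surface epithelium, surface epithelium genes of Table S1, lens, melanocytes, endothelium, periocular mesenchyme, red blood cells, macrophages, choroid plexus, Wnt pathway targets, Hedgehog pathway, BMP and TGFb targets, interferon response, antioxidant response, amino acid stress response, lysosome, proliferation, epithelial junctions, dissection stress and hypoxia. A list of sex-linked genes is given per array.

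The alternatives tried were quantile normalization, array median centring, all probe sets, probe sets with exactly 1 symbol, a filter that keeps probe sets at or above the median of mean signals, the methods' t-test, eBayes with trend and robust, array weights, the replicate number as a block, the mean of a gene's probe sets, and each array left out in turn. A floor for linear values was not needed, since the deposited values are on a log2 scale. Added after the data were seen were the retina markers as a covariate (the mean of the list of neurons on each array), each named gene with all probe sets tested, with probe sets of exactly 1 symbol, without dim probe sets and with that covariate, the melanosome test on the higher genes, the overlap in the opposite direction, and the methods' t-test on the mean of a gene's probe sets for the genes with a p-value in the paper.

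The fit was tested on simulated data for the 23410 tested probe sets, of which 200 were changed. They had the observed means and the spreads that limma shrinks toward a shared prior. Noise was normal and independent between probe sets, without variation shared by genes of a cell type. The rates below can therefore overstate recovery on the real arrays. Limma recovered 65 of 67 probe sets changed 1.5-fold, 66 of 67 changed 2-fold and 66 of 66 changed 3-fold, and called 23 of 23210 unchanged ones. With limma under 20 seeds, this one included, it called 5 to 23 unchanged probe sets (median 12.5) and recovered 60 to 66 at 1.5-fold, 65 to 67 at 2-fold and 66 at 3-fold. The methods' t-test recovered 17, 53 and 58 after adjustment, with 10 unchanged ones called. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.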

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

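All tests of explanations in this part were chosen only after the results were seen; the gene list tests were planned.

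The arrays and the authors' deposited table run in opposite directions. An exchange of single arrays between the groups in only 1 of the tables is argued against. Each array lies on the side of its own group for at least 98 of the 99 matched probe sets. Single samples exchanged before both tables were made would not show in this check. The group names exchanged as a whole in either of the tables would give the correlation of -1.000 that was measured across these probe sets, and a correlation near 1 was possible. The *Pax6* log2 difference of -0.23 does not decide which of the tables carries the exchange. It did not pass limma's test (adjusted p = 0.73), and the position of the probes against the deleted exons was not checked here. The paper also reports that transcripts without the paired domain remain. Its lower *Tyr*, *Tyrp1*, *Si*, *Mlana* and pan-*Mitf* by QRT-PCR run with its tables. So do its lower *Si* by *in situ* hybridization, its lower TYR, TYRP1 and MITF protein and its reduced pigmentation. These argue that the exchange lies in the per-array values, whose names were not traced to the original samples here.

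The genes of Table 1 were higher in the arrays labelled mutant. RNA from neural retina as the source is argued against by the retina markers (the mean of the neuronal list on each array). That mean was 0.68, -0.60 and 0.13 on the arrays labelled control and 0.41, 0.05 and -0.67 on those labelled mutant. It overlapped between the groups. The mean of the genes of Table 1 did not, but this was fixed in advance, because the study chose them on these samples. With the neuronal mean as a covariate 10 of the 10 genes of Table 1 still passed the paper's threshold, while 276 probe sets followed that mean. This covariate result decides nothing, because a mean that differed by only -0.14 between the groups could remove little of their difference. Fewer RPE cells in the arrays labelled control, as the whole source, would raise other RPE genes as far as those of Table 1. The lists of RPE transcription factors and RPE functions hold 25 genes at or above the median signal. Of these, 22 have an upper 95% bound below 0.67, the lowest log2 difference of Table 1. The median of the 25 was 0.08. The bar of 0.67 comes from genes that the study chose on these samples for their size of change. Genes not chosen that way could lie below it for that reason alone. The count shows only that most of the 25 were not raised that far. A smaller difference in RPE share would also leave most of them below that bound. Some of them, such as *Pax6*, are not particular to the RPE. A partial contribution is therefore not excluded. From these arrays alone an effect of the genotype stays open as a hypothesis. By other measures the paper reports lower *Tyr*, *Tyrp1*, *Si* and *Mlana* and reduced pigmentation in the mutant.

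With 3 arrays against 3 there are 10 splits, too few for a share under 0.05; the real split gave 85 probe sets at an adjusted p under 0.05 (highest other split 0), 100 at the paper's threshold (highest other 130, with control replicates 1 and 3 and mutant replicate 1 together) and 14 gene lists (highest other 14). In numbers, 1 of the 10 splits for the adjusted count, 3 for the paper's threshold and 3 for the lists reach the real value, the real split included.

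Surface epithelium genes of Table S1 were higher in the arrays labelled mutant. All 8 were higher when adjusted over the list alone, 2 over all probe sets, with a median of 0.82 (adjusted p = 1.5e-18 by camera, or adjusted p = 0.12 with an estimated correlation); the study chose them on these samples, so this is not independent evidence. Among them *Krt12*, a corneal keratin, had a log2 signal of 8.54 ± 0.39 (SD, n = 3) in the arrays labelled control and 9.63 ± 0.17 in those labelled mutant. Carry-over of surface epithelium as a whole cannot be told apart from a change in these genes. Of 19 genes at or above the median signal in another epithelial list, only 5 have an upper 95% bound below 0.36. That bar is the lowest of the 8, *Aldh3b2*, read from its probe set with the highest mean. It is under the 1.5-fold threshold of Table S1, so it is not the value listed there. The next lowest of the 8 is *Krtdap* at 0.63. The 29 genes of the other list had a median of 0.15 and reached at most 0.46, and 26 lay above 0. They lie below *Krtdap*, but the 8 were chosen for their size of change. A smaller contribution of surface epithelium is therefore not excluded. No biological explanation was tested for these genes.

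Other results concern a pair of genes that the paper's text does not discuss, and lists that it does not report as sets on the arrays. *Slc38a8* had a log2 difference of 4.09 and *Ttr* of -2.10. By camera, lists that were higher in the arrays labelled mutant were antioxidant response (adjusted p = 1.3e-07), smooth muscle (2.1e-07), corneal and surface epithelium (2.1e-07), lysosome (7.2e-06), periocular mesenchyme (0.0065), amino acid stress response (0.0095) and visual cycle and RPE function (0.014). Lists that were lower were BMP and TGFb targets (0.0021) and ciliary margin (0.0065). The paper gives *Msx2*, a member of both, as higher in the mutant, and with the group names exchanged both lists would be higher there. It also reports that iris and ciliary body progenitors did not develop in the mutant. Neither direction of these lists is set against that, as the group names are in question. With an estimated correlation none of the 31 lists passed (0 lists, smallest adjusted p 0.12), while fry called 8. Splits other than the real one gave 5 to 14 lists. Apart from corneal and surface epithelium, lysosome and periocular mesenchyme, the lists named here hold genes known from Table S1. Their calls are not independent evidence.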

How the results depend on the processing

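The retina covariate, and other sets of probe sets for single genes, were chosen only after the data were seen; the other settings in this part were planned. With quantile normalization, median centring, only probe sets with 1 symbol, trend and robust, or array weights, counts of probe sets stayed within 1.5 times those reported. Testing every probe set gave 6 lower and 35 higher at an adjusted p under 0.05 and 86 and 121 at the paper's threshold; without dim probe sets 12 and 46 passed the paper's threshold. The methods' t-test gave 0 lower and 0 higher after adjustment (1319 at an unadjusted p under 0.05; limma 19 and 66), and *Wnt2b* at 0.74 did not pass it (adjusted p = 0.13; over its alternatives 3.3e-04 to 0.13). The retina covariate gave 39 lower probe sets. Apart from the change in tested probe sets, the cause was not tested. All 10 genes of Table 1 passed the paper's threshold in each of these settings but the dim filter, where 9 of 9 did, and without control replicate 1 (8). *Mitf* (0.19 to 0.48), *Pax6* (-0.29 to -0.15) and *Gli2* (0.12 to 0.15) kept their sign and did not pass with any array left out; *Wnt2b* passed (0.71 to 0.76). Of 83 other named genes 39 passed limma's test, 33 of them also under each of quantile normalization, median centring, trend and robust, array weights, the mean of a gene's probe sets and the replicate block, and 13 with each array left out. With every probe set tested 18 of the 39 passed and 21 did not (adjusted p from 0.061 to 0.20), 15 of the 21 being among the 33. All 39 passed over probe sets with exactly 1 symbol and with the retina covariate, as did the 31 that the dim filter keeps; 0 of the 39 changed sign in these settings. Not called otherwise, *Pmel* passed in several settings (0.011 to 0.041), and with the retina covariate *Msx2* (-0.90, 0.03) and the lens gene *Bfsp2* (0.021) did. Dimness of a probe set was not measured against background here, so what signal over background limits was not tested beyond the dim filter.

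For gene lists, the estimated correlation ended 14 calls and left 0: adjusted p 0.17 for melanosome, 0.39 for melanosome genes outside Table 1, 0.12 for the genes of Table 1 themselves, 0.16 for MITF targets, 0.58 for visual cycle, 0.41 for ciliary margin, 0.12 for smooth muscle, 0.41 for corneal and surface epithelium, 0.12 for the epithelial genes of Table S1, 0.64 for mesenchyme, 0.16 for BMP and TGFb targets, 0.16 for antioxidant response, 0.16 for amino acid stress and 0.41 for lysosome. Fry called 8, and not melanosome outside Table 1 (0.098), visual cycle (0.50), ciliary margin (0.21), corneal and surface epithelium (0.37), mesenchyme (0.64) or lysosome (0.29). Without dim probe sets visual cycle (0.073) and ciliary margin (0.091) were lost and choroid plexus gained (0.023). Quantile normalization lost mesenchyme (0.056), and array weights gained photoreceptor precursors (0.017) and proliferation (0.024). Over the settings run for lists 380 values stayed on their side of the threshold, 31 were lost, 20 gained and 2 reversed.

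Same-numbered arrays correlated in their deviations from the group means at 0.37, -0.06 and 0.07, so 1 of 3 pairs exceeded 0.1. The arrays were therefore not treated as paired, but so few pairs cannot exclude a pairing. The check is weak, since control replicate 2 and mutant replicate 3, with different numbers, also correlated at 0.37. According to the methods the controls were littermates, so tubes may share litters. What the numbers mark is not given in the sources used here. With the replicate block 14 lower and 63 higher probe sets passed, 9 in place of 7 genes of Table 1 had an adjusted p under 0.05 (gained were *Tyr* at 0.048 and *Slc24a5* at 0.019), 6 of the 39 other named genes were lost (0.059 to 0.11), and the neuron (0.035) and lens (0.034) lists were gained.

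With each array left out in turn, lower probe sets at an adjusted p under 0.05 ranged from 3 (without control replicate 3, mutant replicate 2 or mutant replicate 3) to 31 (without control replicate 1), and higher ones from 23 (without mutant replicate 2) to 54 (without control replicate 1). *Msx2* ranged from -1.05 (without control replicate 1, then past the test) to -0.72. The adjusted p of lists ranged, for visual cycle, from 0.0033 to 0.20 (without control replicate 1), for retinal progenitors from 0.0029 (lower without mutant replicate 1) to 0.38, with the reverse direction without control replicate 1 (0.048) and mutant replicate 3 (0.032), for neurons from 4.8e-06 (without control replicate 2) to 0.20, for photoreceptor precursors from 6.9e-04 (without mutant replicate 1) to 0.67, for ciliary margin from 0.0013 to 0.076 (without control replicate 3), for lens from 2.3e-04 (without mutant replicate 2) to 0.41, for endothelium from 1.4e-05 (without control replicate 1) to 0.94, for mesenchyme from 2.0e-08 to 0.41 (without mutant replicate 3; also lost without control replicate 1, 0.075, and mutant replicate 2, 0.078), for Wnt targets from 0.048 (without mutant replicate 1) to 0.41, for amino acid stress from 0.0015 to 0.075 (without control replicate 2; also lost without control replicate 3, 0.056), for proliferation from 0.0088 (without mutant replicate 3; also gained without control replicate 1, 0.036) to 0.59, for junctions from 0.021 (without control replicate 1; also gained without mutant replicate 1, 0.037) to 0.35, and for hypoxia from 0.021 (without mutant replicate 1) to 0.74. The causes were not tested.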

Differences from the paper's values

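The methods' t-test on the mean of a gene's probe sets, the other sets of probe sets and the retina covariate were chosen for these genes only after the values were seen, and the other settings in this part were set before the data were examined. The paper's unadjusted p-values and those of limma differ by more than a factor of 1.5 for all 14 genes compared. Values within that factor are called close or not different in this part. For the genes of Table 1 the paper's p and limma's unadjusted p are 0.00020 and 1.6e-07 for *Gpnmb*, 0.00018 and 1.5e-07 for *Mlana*, 0.00267 and 2.0e-05 for *Gpr143*, 0.00297 and 4.3e-05 for *Tyrp1*, 0.00630 and 1.4e-04 for *Slc45a2*, 0.00530 and 1.1e-04 for *Rab27a*, 0.03025 and 0.0023 for *Slc24a5*, 0.00025 and 4.7e-06 for *Slc3a2*, 0.00721 and 2.5e-04 for *Pmel* and 0.04166 and 0.0042 for *Tyr*. For *Wnt2b* the paper's p is 0.00005 and limma's 1.3e-06, for *Gli2* 0.003 and 0.039, for *Msx2* 0.016 and 7.7e-04, and for *Mitf* 0.069 and 0.044. With the test that the statistics section of the paper names, the methods' t-test, 13 of the 14 are no longer different: by that test on the per-array values the genes of Table 1 have 2.0e-04, 1.7e-04, 0.0025, 0.003, 0.0062, 0.0052, 0.03, 2.7e-04, 0.0071 and 0.041 in the order above, *Wnt2b* has 3.8e-05, *Gli2* 0.0043 and *Msx2* 0.017. Limma leaves these 13 different with quantile normalization, array median centring, trend and robust, array weights, the replicate block, the mean of a gene's probe sets and any 1 array left out, and also with every probe set, with probe sets of exactly 1 symbol and, for the 11 of them that it keeps, with the dim filter. *Mitf* has 0.15 by the methods' t-test and stays different there. Its value is close to the paper's with quantile normalization (0.048), array median centring (0.048), trend and robust (0.056) and without control replicate 1 (0.099), and, chosen after the values were seen, with every probe set tested (0.067), and not with the other limma settings named. With the methods' t-test on the mean of a gene's probe sets, also chosen after the values were seen, it is 0.087, and 14 of the 14 are no longer different; 0 of the other 13 genes lose an unadjusted p under 0.05.

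All directions differ. The paper gives the 10 genes of Table 1, *Mitf*, *Wnt2b* and *Gli2* as lower and *Msx2* as higher in the *Pax6*-deficient RPE, and the arrays labelled mutant have the opposite sign for all 14. With the sign turned, all 14 fold changes lie within the replicate SD of the paper's, for instance *Gpnmb* at 5.75-fold against the paper's 5.73-fold. The paper gives most of its listed genes as lower in the mutant, and 28 of 100 probe sets were lower and 72 higher in the arrays labelled mutant. The paper states that *Gli2* was altered, and it did not pass limma's test over all probe sets (adjusted p = 0.78), nor did *Msx2* (0.13, or 0.0098 without control replicate 1, among alternatives from 0.0098 to 0.73), *Tyr* (0.34), *Slc24a5* (0.25) and *Pmel* (0.063); at the unadjusted threshold of the paper each of the latter 4 passes. By adjusted p, *Msx2* passes also with the retina covariate (0.03), *Tyr* and *Slc24a5* with the replicate block (0.048 and 0.019), and *Pmel* with trend and robust (0.037), array weights (0.027), the mean of a gene's probe sets (0.041), without control replicate 1 (0.034) or control replicate 2 (0.041), with the dim filter (0.041) and with the retina covariate (0.011).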

Other observations

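In this part the retina covariate and the tests of explanations named above were chosen only after results were seen; the gene lists were planned. Signs are as labelled, with the group names in question as above. *Nqo1*, a quinone reductase and NRF2 target, rose in the arrays labelled mutant by 1.25 (standard error 0.10, adjusted p = 0.0021) and passed with any 1 array left out. Of 23 antioxidant response genes 2 rose, *Nqo1* and *Slc7a11*, and 4 were higher when adjusted over the list alone, the other pair being *Gsta3* (0.33), a glutathione transferase, and *Ephx1* (0.50), an epoxide hydrolase. The median over this list was 0.10, and it was higher by camera (adjusted p = 1.3e-07, or adjusted p = 0.16 with an estimated correlation). Of 24 genes of the amino acid stress response 2 rose, *Slc7a11* and *Slc3a2*, which form a single transporter, and 4 were higher when adjusted over the list alone, with *Slc7a5* at 0.35 and *Slc7a1* at 0.26, while the median was 0.03. This list was higher by camera (adjusted p = 0.0095, or adjusted p = 0.16 with an estimated correlation), a call that was lost without control replicate 2 (0.075) or control replicate 3 (0.056). Both lists hold *Slc7a11*, and *Nqo1*, *Slc7a11* and *Slc3a2* were known from Table S1. Of 14 smooth muscle genes 2 rose, *Myh11* and the myosin light chain kinase *Mylk* (0.54, standard error 0.06, adjusted p = 0.014; lost without control replicate 2 or any 1 mutant replicate, highest adjusted p 0.10, and with the unnamed probe sets tested too, 0.066), with a median of 0.11 and 3 higher when adjusted over the list alone. That list was higher by camera (adjusted p = 2.1e-07, or adjusted p = 0.12 with an estimated correlation), and *Myh11* was known from Table S1. Of 21 choroid plexus genes 3 rose (*Slc4a5*, the folate receptor gene *Folr1* at 0.87 and *Tmem72* at 0.56), 2 fell (*Ttr*, and the sulfate transporter *Slc13a4* at -0.47), and the list had a median of 0.03 and an adjusted p of 0.80 by camera. Without dim probe sets camera called it higher (adjusted p = 0.023, or adjusted p = 0.93 with an estimated correlation over all named probe sets). Over all named probe sets fry's test of a change either way gave an adjusted p of 4.9e-05, while 16 of the 21 genes did not pass by themselves. *Ttr*, *Folr1* and *Slc4a5* were known from Table S1. *Folr1* did not pass without mutant replicate 2 (adjusted p = 0.058), nor *Tmem72* without mutant replicate 2 or mutant replicate 3 (highest adjusted p 0.065), nor *Slc13a4*, chosen after its values were seen, with any 1 array left out (adjusted p from 0.061 to 0.17) or with the unnamed probe sets tested too (0.13).

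Of 18 genes of epithelial junctions 2 fell, *Cldn19* and *Ocln*, which encodes occludin (-0.50, standard error 0.07, adjusted p = 0.027, passing with 1 of the 6 arrays left out, control replicate 1, and a highest adjusted p of 0.16 without the others), and *Cldn10*, at 0.31, was higher when adjusted over the list alone (median -0.02, adjusted p = 0.12). With the unnamed probe sets tested too, *Cldn19* (0.20) and *Ocln* (0.12) did not pass. Camera called the list lower without control replicate 1 (0.021) or mutant replicate 1 (0.037), and with an estimated correlation over all 6 arrays the adjusted p was 0.58. The paper measured a further 3 of them by QRT-PCR, and on the arrays *Tjp1* (ZO-1) differed by -0.08, *Gja1* (connexin-43) by 0.05 and *Cdh3* (P-cadherin) by 0.14, with adjusted p of 0.99, 0.99 and 0.94. The melanosome motor gene *Myo7a*, also measured there by QRT-PCR, differed by 0.11 (standard error 0.07, adjusted p = 0.95), *Pax2* by -0.11, *Pax3* by 0.13, and the reference genes *Ppia* by 0.08 and *Tbp* by 0.01. None of these passed limma's test.

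Markers of other cell types were also measured. Lens genes had a median of 0.12 (20 genes, adjusted p = 0.14 by camera, or 2.3e-04 without mutant replicate 2; adjusted p = 0.64 with an estimated correlation over all 6 arrays), with *Mip* at -0.42 and *Bfsp2* at 0.52 (0.46 with the retina covariate, where it passed limma's test, adjusted p = 0.021). Centred per gene, the lens genes had means of -0.14, -0.18 and -0.03 on the arrays labelled control and of 0.06, -0.37 and 0.66 on those labelled mutant, so the arrays labelled mutant lay further apart. The crystallin gene *Cryaa* had a log2 signal of 5.87, 5.66 and 5.94 on the arrays labelled control and 8.05, 4.22 and 8.69 on those labelled mutant, and on mutant replicate 3 *Crybb1* was at 8.48 and *Cryga* at 8.10, against at most 6.88 and 5.99 on the other arrays. Endothelium had a median of -0.03 (16 genes, adjusted p = 0.31, but lower without control replicate 1, at 1.4e-05; adjusted p = 0.86 with an estimated correlation over all 6 arrays), with *Sox17* at -0.22 and *Kdr* at -0.11, red blood cells -0.04 (12 genes, 0.55), with *Klf1* at -0.19 and *Epb42* at -0.33, and macrophages 0.00 (16 genes, 0.96), with *Cd68* at 0.15 and *Lyz2* at -0.25. Periocular mesenchyme had a median of 0.08 (19 genes, adjusted p = 0.0065 by camera, or adjusted p = 0.64 with an estimated correlation, and lost with quantile normalization and without control replicate 1, mutant replicate 2 or mutant replicate 3, at 0.056, 0.075, 0.078 and 0.41), with *Foxc2* at 0.19 and *Col6a3* at 0.20, and the melanocyte gene *Sox10* was at -0.16. In none of these lists did a gene pass limma's test over all named probe sets without the covariate, and at an unadjusted p under 0.05 there were 2 in lens, 1 in endothelium, 1 in red blood cells, 0 in macrophages, 1 in periocular mesenchyme and 0 in melanocytes. In the epithelial list outside Table S1 1 gene did, the desmosomal *Dsc3* (0.44, standard error 0.06, adjusted p = 0.023, lost with any 1 array left out, highest adjusted p 0.13, and with the unnamed probe sets tested too, 0.089). Of the epithelial genes of Table S1, *Dsg3* (0.68, adjusted p = 0.033) was lost in the same way (highest adjusted p 0.15), and *Aldh3a1* without control replicate 3 or any 1 mutant replicate (0.12); with the unnamed probe sets they were at 0.15 and 0.12.

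Of 19 interferon response genes 1 rose, *Ifit3*, by 0.90 (standard error 0.10, adjusted p = 0.0095; lost without mutant replicate 2 or mutant replicate 3, highest adjusted p 0.068, and with the unnamed probe sets tested too, 0.061), and the list had a median of -0.05, a mean of 0.01 and an adjusted p of 0.37. Cell cycle genes had a median of 0.04 (23 genes, adjusted p = 0.09, but higher without control replicate 1, at 0.036, without mutant replicate 3, at 0.0088, and with array weights, at 0.024; adjusted p = 0.58 with an estimated correlation over all 6 arrays), with *Cdk1* at 0.13 and *Ccna2* at 0.11, immediate early and heat shock genes 0.06 (14 genes, 0.14), with *Atf3* at -0.13 and *Ier2* at 0.14, and hypoxia genes -0.05 (17 genes, 0.28, but lower without mutant replicate 1, at 0.021; adjusted p = 0.70 with an estimated correlation over all 6 arrays), with *Vegfa* at -0.18 and *Slc2a1* at 0.17. The lysosomal genes with the smallest p were *Naglu* at 0.30 and *Atp6v0d1* at 0.21. None of these genes but *Ifit3* passed limma's test over all probe sets.

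The lists of retinal genes varied within groups. Retinal progenitor genes, centred per gene, had means of 0.57, -0.45 and 0.08 on the arrays labelled control and 0.40, 0.05 and -0.66 on those labelled mutant, and photoreceptor precursors 0.26, -0.22 and 0.15 against 0.20, -0.08 and -0.31. With the retina markers as a covariate (the mean of the neuronal list on each array), 39 probe sets were lower and 95 higher at an adjusted p under 0.05, among them all 85 called without it. Sex-linked genes set control replicate 3 apart: *Xist*, expressed from the inactive X chromosome, had a log2 signal of 7.77, 8.13 and 3.46 on the arrays labelled control and 7.60, 7.75 and 8.02 on those labelled mutant, and the Y-linked *Uty* had 6.07, 6.42 and 7.05 against 6.30, 6.20 and 6.23. The Y-linked *Eif2s3y* had 6.94, 6.71 and 7.46 against 6.97, 6.93 and 6.90, and *Kdm5d* 6.30, 6.59 and 6.79 against 6.36, 6.37 and 6.46.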
